# Tertiary lymphoid structures sustain cutaneous B cell activity in hidradenitis suppurativa

**DOI:** 10.1172/jci.insight.169870

**Published:** 2024-02-08

**Authors:** Margaret M. Lowe, Jarish N. Cohen, Madison I. Moss, Sean Clancy, James P. Adler, Ashley E. Yates, Haley B. Naik, Rashi Yadav, Mariela Pauli, Ian Taylor, Austin McKay, Hobart Harris, Esther Kim, Scott L. Hansen, Michael D. Rosenblum, Joshua M. Moreau

**Keywords:** Dermatology, Immunology, Adaptive immunity, Skin

## Abstract

Hidradenitis suppurativa (HS) is a chronic skin condition affecting approximately 1% of the US population. HS skin lesions are highly inflammatory and characterized by a large immune infiltrate. While B cells and plasma cells comprise a major component of this immune milieu, the biology and the contribution of these cells in HS pathogenesis are unclear. We aimed to investigate the dynamics and microenvironmental interactions of B cells within cutaneous HS lesions. Combining histological analysis, single-cell RNA sequencing, and spatial transcriptomics profiling of HS lesions, we defined the tissue microenvironment relative to B cell activity within this disease. Our findings identified tertiary lymphoid structures (TLSs) within HS lesions and described organized interactions among T cells, B cells, antigen-presenting cells, and skin stroma. We found evidence that B cells within HS TLSs actively underwent maturation, including participation in germinal center reactions and class switch recombination. Moreover, skin stroma and accumulating T cells were primed to support the formation of TLSs and facilitate B cell recruitment during HS. Our data definitively demonstrated the presence of TLSs in lesional HS skin and point to ongoing cutaneous B cell maturation through class switch recombination and affinity maturation during disease progression in this inflamed nonlymphoid tissue.

## Abstract 2

<p>Single cell RNA sequencing and spatial transcriptomics reveal ongoing B cell maturation in lesional skin of hidradenitis suppurativa patients.</p>

## Introduction

Hidradenitis suppurativa (HS) is a chronic inflammatory skin condition primarily occurring in intertriginous regions of the body affecting approximately 1% of the US population (1). HS may progress from acne-like inflammatory nodules to recurrent abscesses, formation of extensive sinus tracts, and deep-seated fibrosis and scarring (1). Treatment strategies for HS include antimicrobial washes and antibiotics, steroids, hormonal therapies, antiinflammatory biologics, and surgery to resect areas of advanced fibrosis. Targeted biologic treatments, such as anti–TNF-α agents, however, do not provide clinical benefit to all patients, which may be linked to the extent of immune activation within the skin before treatment (1). A more detailed understanding of the immune pathogenesis in HS is required to catalyze development of effective targeted therapies.

Immune dysregulation surrounding the hair follicle following follicular occlusion is hypothesized to initiate the aberrant inflammatory process characteristic of HS plaques; however, exact disease etiology is unclear (1–3). For example, immune infiltrates within HS lesions include overrepresentation of cell subsets that are rarely observed in healthy skin and other inflammatory skin diseases, especially B cells and plasma cells (4–7). In addition, antibodies recognizing a broad array of autoantigens have been identified in patient sera as well as lesional skin, suggesting contribution of B lineage cells to disease pathogenesis (6–11). Limited studies involving B cell depletion with rituximab hint that modulation of these cells may have therapeutic benefit (12, 13). Lymphoid aggregates comprising B cells and T cells have been described in HS lesions and are a recognized histological feature of this disease, but it is unknown if organized tertiary lymphoid structures (TLSs) capable of sustaining cutaneous B cell activity in situ are present (1, 4, 7, 14). To understand the dynamics and microenvironmental interactions of B cells within HS lesions, we employed histological analysis, single-cell RNA sequencing (scRNA-Seq), and spatial transcriptomics. Our data definitively demonstrate the presence of functional TLSs in this disease and define the molecular identity and contributing stromal niche for generation of these structures in diseased HS skin.

## Results

### TLSs are present in HS skin.

Thirty HS cases were selected from the UCSF pathology archive for histological analysis of available hematoxylin and eosin–stained (H&E-stained) sections by a dermatopathologist. Initial evaluation of these sections revealed several structural features typically associated with disease progression, including tunnel formation, abscesses, and fibrosis (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169870DS1). In addition, 9 of the sections examined contained structures resembling lymphoid aggregates (LAs) or TLSs (Supplemental Figure 1A). To examine the attributes of these features in greater depth, 9 of the HS cases and 1 case of healthy skin were selected for detailed histopathologic and immunohistochemical evaluation. HS cases were subdivided into those that showed no evidence of LAs or TLSs (3 cases), cases with LAs but no discernable TLSs (2 cases), and cases with TLSs (4 cases) (Figure 1A). On H&E staining, TLSs and LAs were defined as small, discrete, well-circumscribed collections of mononuclear cells with and without a germinal center (GC) reaction, respectively. To provide supportive evidence of authentic TLSs, tissue sections were stained for complement receptor 2, also known as CD21, to highlight follicular dendritic cells (FDCs) that are normally present in GCs (Figure 1B) (15). CD21 IHC demonstrated discrete collections of FDCs in HS cases with TLSs and absence of positive staining in cases with only LAs, those with no LAs/TLSs, and normal skin.

To evaluate the distribution of the lymphocytes in HS skin, cases were stained with multiplexed CD3 and PAX5 IHC to identify T cells and B cells, respectively (Figure 1C). PAX5 does not identify terminally differentiated B lineage plasma cells that also accumulate in lesional skin (16). Digital image quantification of cells on CD3/PAX5 IHC-stained tissue sections (Supplemental Figure 1, B and C) revealed that the frequency of T cells (~80%) was greater than that of B cells (~20%) in HS skin but did not differ significantly based on the presence or absence of LAs or TLSs (Figure 1D). The accumulation of B cells in HS tissue contrasted with that of normal skin, which only showed an accumulation of T cells with less cellularity than that seen in HS skin. Across all cases, T cells were numerically more plentiful than B cells in HS skin (Figure 1, E and F). Interestingly, the number of T cells and B cells in HS skin trended toward being most sizeable in cases with no LAs/TLSs and lowest in cases with TLSs (Figure 1F). Assessment of CD3/PAX5 IHC in discrete annotated regions of LAs and TLSs showed a significant skewing toward an increased frequency of B cells in the latter (Figure 1G). Whereas LAs tended to accumulate in the dermis, inversely, TLSs tended to arise in the subcutaneous adipose tissue or areas of fibrosis in the subcutis (Figure 1H). Collectively, these results demonstrate the presence of bona fide TLSs in HS skin and show that while T cells are the predominant lymphocyte subtype, TLSs demonstrate a preponderance of B cells, thereby supporting the hypothesis that B cells may play an important role in the pathogenesis of a subset of patients with this disease.

### B cells in HS skin exhibit signatures of active maturation.

To investigate B lymphocyte cell states in HS lesions, we performed scRNA-Seq on CD3^–^CD45^+^ cells isolated from 5 patients with HS and 5 healthy skin donors. B cells were identified by *MS4A1* expression, and their lineage was further verified based on differential presence of *CD19*, *BANK1*, *CD3E*, *GNLY*, *CD14*, *FCER1A*, and *FCGR3A* (Supplemental Figure 2A) (17). Analysis of our resulting data set divided B cells into 8 separate clusters (Figure 2A and Supplemental Figure 2A). As the number of B cells derived from healthy skin was comparatively low, we removed these cells from further analysis and focused on identifying populations present in HS lesions. In line with our purification strategy targeting CD45^+^ cells, few fully differentiated plasma cells were present in this data set (Supplemental Figure 2B) (18). In contrast, a large proportion of sequenced cells were phenotypically characteristic of naive B cells. Cluster 0 was highly enriched in cells expressing *IGHD*, *CD200*, and *TCL1A*, which identify naive cells (Figure 2B) (17). The remaining clusters were associated with activated and memory B cell populations given expression of *CD27*, *SAMSN1*, *TNFRSF13B*, and *AIM2* (Figure 2C) (17, 19). Moreover, naive cells were strongly associated with expression of *IGHM* while memory clusters exhibited preferential isotype class-switching to IgA (Figure 2D).

Analysis of patient matched blood samples revealed a broadly similar distribution of B cells (Supplemental Figure 3A). Both naive and memory populations were equivalently present in HS and normal blood samples, and these cells exhibited similar patterns of isotype switching (Supplemental Figure 3, B and C). Nonetheless, differential expression patterns of several genes implicated in B cell function were evident between HS and healthy blood cells. HS-derived blood B cells maintained lower levels of *CD83* and *CD69* while expressing elevated *CD180* and *CCR7* (Supplemental Figure 3D). The association of these genes with activation (*CD83*, *CD69*, *CD180*) (20–23) and trafficking (*CCR7*) (24) is suggestive of systemic qualitative alterations in the B cell compartment of patients with HS and consistent with B cell reorganization during inflammation (25).

Pseudotemporal ordering supported our stratification of cells based on *CD27*, *CD200*, and *TCL1A* expression. These trajectories arranged memory-like populations progressively later in the trajectories and indicated dynamic relationships between identified clusters (Figure 2E). Consistent with the presence of TLSs identified in our histological analysis, one of the B cell clusters (cluster 3) with intermediary pseudotime values was enriched for genes closely associated with GC B cells (26). In addition, this cluster exhibited preferential expression of class switch recombination (CSR) machinery genes, including *AICDA*, *APEX1*, and *XRCC5* (Figure 2F) (27). Cluster 3 B cells exhibited hallmarks of active GC positive selection. These cells expressed high levels of *MYC*, *MIR155HG*, and *CCL22*, which are important contributors to B cell affinity maturation (28–31). *CCL22* expression, in particular, overlapped closely with cluster 3 and has been previously defined as a marker of high-affinity GC B cells (Figure 2G) (29). Across pseuodotime, expression of both these GC positive selection genes (Figure 2H) and our CSR gene module score (Figure 2I) peaked at an intermediary value consistent with progressive maturation of naive cells through the GC toward terminal differentiation as plasma cells. These data demonstrate that a heterogeneous mixture of B cells spanning a spectrum of activation and differentiation cell states accumulate in HS lesions. Together, this is highly suggestive of ongoing affinity maturation within lesional skin.

### Spatial transcriptomics identifies distinct regions of TLS involvement in HS skin.

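Formalin-fixed, paraffin-embedded skin from 2 HS lesions (HS1 and HS2) and 1 healthy control was measured on a slide with a grid of barcoded spots, so that each count is tied to a place in the section. In this assay pairs of gene-specific probes are ligated on the RNA, and each ligated pair carries a unique molecular identifier (UMI). The authors processed the reads and H&E images with spaceranger 1.3.1 and the Visium Human Transcriptome Probe Set 1.0 for GRCh38. The deposited values are whole UMI counts of each gene in each spot under tissue, without normalization. HS1 held 3766 spots and 27993794 UMIs, HS2 4437 spots and 38808437 UMIs, and healthy skin 1815 spots and 2803671 UMIs. The median number of UMIs per spot was 6189 in HS1 (range 358 to 40045), 7061 in HS2 (range 280 to 72088) and 601 in healthy skin (range 53 to 27140). All spots under tissue were used, since the paper's text names no filter on spots. Levels are the UMIs of a gene summed over the spots of a section and divided by the section's UMIs of all genes, on the CPM scale, with exact Poisson 95% intervals, and shares of spots carry exact Clopper-Pearson 95% intervals. Ratios carry 95% intervals from the exact binomial distribution. Because healthy skin held fewer UMIs per spot, shares of spots were also compared after each spot was thinned to 1000 UMIs, which left out 19 spots of HS1, 17 of HS2 and 1235 of healthy skin. A spot can hold several cells, and the spots of a section are not replicates. With a single healthy section, HS and healthy skin were not compared by a test, and the intervals cover counting error within a section and not the spread between people. Gene coordinates are those of GENCODE release 44 on GRCh38, matched by the Ensembl identifiers in the files.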

In an attempt to definitively characterize B cell organization and potential TLSs in HS, we analyzed 2 skin sections from HS lesions and 1 section of healthy skin with spatial transcriptomics (Figure 3A). Histological analysis revealed pathological changes characteristic of HS, including deep extension of epidermal tracts, widespread immune infiltration, and a histologically identified TLS in the second HS sample (HS2). 

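The 3 sections were clustered together after SCTransform normalization of each section and integration with Seurat's reciprocal principal component anchors on 3000 features and 30 dimensions. The paper's methods name Harmony for this step, which was not run. At a Louvain resolution of 0.8 there were 20 clusters, and a cluster counted as shared with healthy skin when it held at least 5% of the healthy spots. The 4 clusters past this limit held 91.5% of the healthy spots. Of these, 2 clusters with 53.4% and 7.33% of the healthy spots held no HS spot. Together the clusters past the limit held 275 spots of HS1, a share of 7.30% (interval 6.49 to 8.18), and 55 spots of HS2, a share of 1.24% (interval 0.935 to 1.61). A single cluster, with 7.71% of the healthy spots, held 274 of these HS1 spots and 43 of these HS2 spots. The depth of a spot was its number of array rows below the highest tissue spot nearby, and each HS section was split at its median depth of 34 rows. Of the upper spots of HS1, 12.1% (interval 10.7 to 13.6) lay in shared clusters, against 2.29% (interval 1.65 to 3.08) of the lower spots. In HS2 the shares were 2.07% (interval 1.52 to 2.75) and 0.407% (interval 0.186 to 0.770). At this limit both contrasts rest mostly on the single cluster above, whose leading genes include *ACKR1*, *CCL14*, *TAGLN* and *ACTA2*. Its spots had a median depth of 23 rows in HS1, 21 in HS2 and 40 in healthy skin. The contrasts therefore do not show that upper HS tissue resembles upper healthy skin. Spots in which *KRT1*, *KRT5*, *KRT10* and *KRT14* held at least 5% of UMIs were taken as epidermal. None of the 302 epidermal spots of HS1 (upper bound 1.21%) and none of the 350 of HS2 (upper bound 1.05%) lay in shared clusters. The limit that makes a cluster shared moved these values most. With a limit of 1% of the healthy spots, 98.7% of the epidermal spots of HS1, 86.6% of those of HS2, 22.6% of all HS1 spots and 9.56% of all HS2 spots lay in shared clusters.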

While HS dermal and epidermal tissue regions clustered transcriptionally with healthy skin, regions deeper within HS lesions showed greater organizational disruption and alteration in transcriptional programming (Figure 3A). Immune cell infiltration, including B cells, was extensive in both HS1 and HS2. 

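*CD79A* (ENSG00000105369, chromosome 19, 41877279 to 41881372, plus strand), a part of the B cell receptor, was counted 4137 times in HS1 and 12150 times in HS2, against 1 UMI in healthy skin. The ratio of its CPM to healthy skin was 414 (interval 74.3 to 16369) in HS1 and 878 (interval 158 to 34673) in HS2. The T cell gene *CD3E* was 6.46 times as high in HS1 (interval 3.68 to 12.6) and 3.94 times as high in HS2 (interval 2.24 to 7.67). *CD8A* had ratios of 1.87 (interval 1.11 to 3.39) and 2.12 (interval 1.27 to 3.82). *PTPRC*, which encodes CD45, was 2.02 times as high in HS1 (interval 1.76 to 2.34), and its ratio of 1.11 (interval 0.963 to 1.28) in HS2 did not differ from 1 beyond counting error. The ratios of *CD4* were 1.64 (interval 1.34 to 2.05) in HS1 and 0.983 (interval 0.798 to 1.22) in HS2. Those of the macrophage gene *CD68* were 1.26 (interval 1.09 to 1.47) and 0.796 (interval 0.687 to 0.926). Thinning changes which tissue of healthy skin is compared, since its median was 2578 UMIs in epidermal spots and 517.5 elsewhere. The healthy spots kept are therefore weighted to the epidermis in every thinned share, while nearly all HS spots were kept. After thinning, 14.4% of HS1 spots, 8.96% of HS2 spots and 9.14% of healthy spots held *PTPRC*. For *CD3E* the thinned shares were 2.91%, 1.99% and 0.690%, for *CD4* 5.31%, 3.80% and 4.31%, and for *CD68* 8.27%, 6.11% and 8.28%. Those of *CD8A* were 1.04%, 1.29% and 1.21% at 1000 UMIs, 0.797%, 0.631% and 0.461% at 500 UMIs and 2.03%, 3.01% and 0.875% at 2000 UMIs. The spots used and the total that counts are scaled by changed directions. Epidermal spots held 57.9% of the UMIs of healthy skin, against 8.76% in HS1 and 20.5% in HS2. Over the spots that are not epidermal, a choice made after the data were seen, the ratios in HS1 and HS2 were 1.22 (interval 1.04 to 1.44) and 0.746 (interval 0.634 to 0.883) for *PTPRC*, 0.981 (interval 0.774 to 1.26) and 0.632 (interval 0.498 to 0.813) for *CD4*, 0.849 (interval 0.712 to 1.02) and 0.580 (interval 0.486 to 0.697) for *CD68*, 1.16 (interval 0.638 to 2.35) and 1.43 (interval 0.789 to 2.88) for *CD8A*, 5.88 (interval 2.69 to 16.1) and 3.94 (interval 1.80 to 10.8) for *CD3E*, and 189 and 454 for *CD79A*. Over all spots, the ratios in HS2 rise by a factor of 1.39 without immunoglobulin genes in the CPM total and of 1.82 on edgeR's TMM effective library sizes, to 1.11 and 1.45 for *CD68*, 1.54 and 2.02 for *PTPRC* and 1.37 and 1.79 for *CD4*.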

B cell lineage markers, *MZB1* and *MS4A1*, were expressed in both HS tissues and not detected in healthy skin (Figure 3B). 

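*MZB1* (ENSG00000170476, chromosome 5, 139387467 to 139390081, minus strand), which encodes a protein of antibody-secreting cells, was counted 10632 times in HS1, or 379.8 CPM (interval 373 to 387), and 31562 times in HS2, or 813 CPM (interval 804 to 822). Healthy skin held 1 UMI, or 0.357 CPM (interval 0.00903 to 1.99). The ratio to healthy skin was 1065 (interval 191 to 42062) in HS1 and 2280.2 (interval 409 to 90064) in HS2. *MS4A1* (ENSG00000156738, chromosome 11, 60455846 to 60470752, plus strand), which encodes CD20, was counted 580 times in HS1, or 20.7 CPM (interval 19.1 to 22.5), and 693 times in HS2, or 17.9 CPM (interval 16.6 to 19.2). Healthy skin held 3 UMIs, or 1.07 CPM (interval 0.221 to 3.13), which gives ratios of 19.4 (interval 6.59 to 94.2) and 16.7 (interval 5.69 to 81.1). The healthy spots that are not epidermal held 0 UMIs of either gene. Over such spots alone, a choice made after the data were seen, and set against a floor of 3 UMIs, *MZB1* was at least 162-fold higher in HS1 and at least 393-fold higher in HS2, and *MS4A1* at least 8.87-fold and 8.65-fold higher. As a background for the probes, 10 genes of other organs had a median of 0 UMIs in healthy skin, with a highest count of 5. At least 1 UMI of *MZB1* was found in 71.4% of HS1 spots and 93.4% of HS2 spots. In the epidermal spots alone the shares were 30.1% and 77.1%, at a level of 46.1 CPM in HS1 and 96.4 CPM in HS2. Whether this RNA was made in those spots was not tested. The median depth of the epidermal spots was 7415 UMIs in HS1, against 6058 elsewhere, and 20282.5 in HS2, against 6547 elsewhere. For *MS4A1* the shares were 12.2% of all HS1 spots and 1.32% of epidermal spots, and 11.4% and 4.29% in HS2. After thinning, *MZB1* was found in 27.6% of HS1 spots, 54.7% of HS2 spots and 0 of 580 healthy spots, where a share of up to 0.634% is within the interval.

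**Figure D1:**
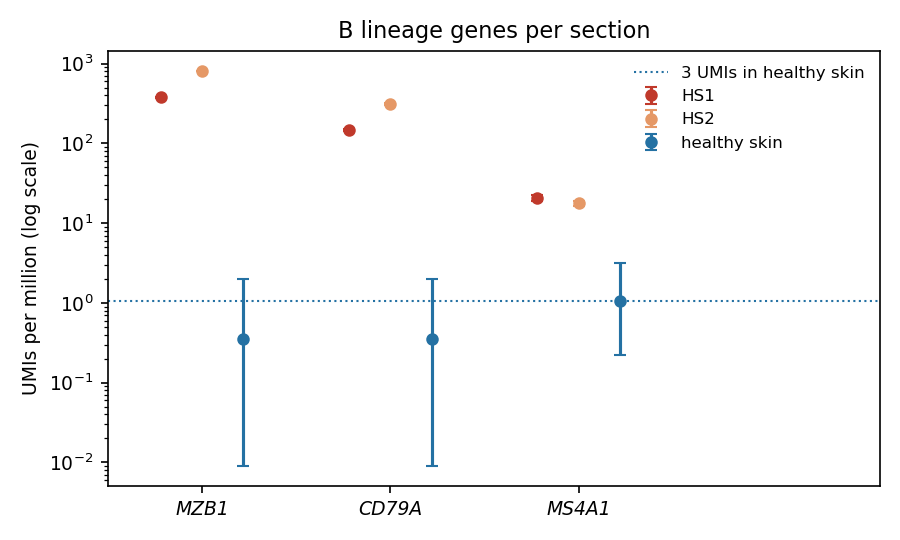
Level of 3 B lineage genes in each section, in CPM on a log axis, with exact Poisson 95% intervals as bars. The dotted line marks the level of 3 UMIs in healthy skin, and each healthy point rests on 3 UMIs or fewer.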

Analysis with published signatures for TLS (32) and GC (26) activity showed spatially distinct areas bearing these B cell organization signatures in both HS samples, with highest activity occurring within the histologically identified TLSs (Figure 3C). 

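Module scores were computed in each section with the lists of Supplemental Table 3, of which 48 of 50 TLS genes and 130 of 150 GC genes are among the genes of the files. All of these were scored in the HS sections, and 37 TLS and 121 GC genes in healthy skin. The highest TLS score was 0.754 in HS1, 1.10 in HS2 and 0.166 in healthy skin, and the highest GC score 0.273, 0.216 and 0.0635. In units of each section's own SD over spots, which for the TLS score was 0.131 in HS1, 0.132 in HS2 and 0.0278 in healthy skin, the highest TLS score lay 5.38 SD above the mean in HS1, 7.98 SD in HS2 and 4.93 SD in healthy skin. The highest GC score lay 6.27 SD above the mean in HS1, 5.67 SD in HS2 and 4.69 SD in healthy skin. A TLS region was taken in each HS section as the largest group of touching spots with a TLS score at least 3 SD above the mean. For this step 12 TLS genes, among them *CXCL13*, *CR2*, *MS4A1*, *CD22*, *CCL19* and *LTB*, were left out of the score. Their levels are still not independent of the region, since genes kept in the score, such as *CD79A*, can lie in the same spots. The region held 8 spots in HS1, with a median depth of 9051 UMIs against 6182 outside, and 19 spots in HS2, with 10274 UMIs against 7038.5 outside. The GC score was higher inside by 1.28 SD in HS1 and by 2.75 SD in HS2. The spot with the highest GC score lay in the region in HS2 and outside it in HS1. Of the 50 spots with the highest GC score, 1 lay in the region of HS1 and 10 in that of HS2. Over the GC genes outside the TLS list, the median log2 ratio of levels inside to outside was 0.43 in HS1 and 1.16 in HS2. Of 10000 random lists matched on mean expression, the middle 95% had medians from -0.13 to 0.27 in HS1 and from 0.35 to 0.70 in HS2. The region of HS1 depended on the score limit, since at 2 SD it was a group of 52 spots that shared 0 with the region at 3 SD.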

Ligand-receptor interactions within the region of highest TLS/GC activity score of each HS tissue were identified with CellPhoneDB (Figure 3D) (33). Many HS1 interactions involved MHC class II genes and chemokines and were thus indicative of antigen presentation and immune cell recruitment. 

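In the region spots of HS1, the invariant chain gene *CD74* (ENSG00000019582, chromosome 5, 150401637 to 150412969, minus strand) stood 1.44 times as high as outside (133 UMIs inside, interval 1.21 to 1.71). *HLA-DPB1* (ENSG00000223865, chromosome 6, 33075990 to 33089696, plus strand) was 1.48 times as high (43 UMIs, interval 1.07 to 1.99). With the Louvain cluster of highest mean TLS score as the region, the ratio of *HLA-DPB1* was 0.893, the largest move of this ratio on a log scale and a change of direction. The *CD74* partners *MIF*, *APP* and *COPA* had ratios of 1.46 (interval 0.997 to 2.06), 0.571 (interval 0.362 to 0.857) and 0.525 (interval 0.170 to 1.23). Under the alternatives, the ratio of *CD74* ran from 1.07 with the Louvain cluster to 1.91 with all spots past the score limit. That of *MIF* ran from 0.811 with the cluster to 2.03 at 4 SD. Of the chemokines, *CCL19* was 2.00 times as high (20 UMIs, interval 1.22 to 3.09), a ratio that fell below 1 at a score limit of 2 SD and with the Louvain cluster. *CXCL14* had a ratio of 0.192 (interval 0.114 to 0.303). *CXCL9* rested on 3 UMIs, with a ratio of 1.59 (interval 0.327 to 4.66). *LTB* was 6.47 times as high (50 UMIs, interval 4.79 to 8.56). Both *CD74* and *APP* were found in 87.5% of the region spots (interval 47.3 to 99.7) and 89.8% of the other spots. Both *CXCL14* and *CXCR4* were found in 62.5% of the region spots (interval 24.5 to 91.5) and 29.2% of the others. No region spot held both *CCR7* and *CCL19*, where a share of up to 36.9% is within the interval, and 4.98% of the other spots did. *CCR7* itself had 1 UMI in this region, a ratio of 0.932 (interval 0.0235 to 5.23), which became 6.43 with 28 UMIs inside at 2 SD and 4.19 with the Louvain cluster. In HS2 both genes were found in 26.3% of the region spots (interval 9.15 to 51.2) and 0.973% of the others. These are levels of the partner genes of Figure 3D and not interaction scores, since CellPhoneDB was not run.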

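In the region spots of HS2, *CD74* was 5.07 times (778 UMIs, interval 4.71 to 5.44) and *HLA-DPB1* 4.93 times (207 UMIs, interval 4.28 to 5.66) as high as outside. With the Louvain cluster of highest mean TLS score as the region, these ratios fell to 1.74 and 1.66. *CD22* (ENSG00000012124, chromosome 19, 35319261 to 35347361, plus strand) was 58.7 times as high (78 UMIs inside and 272 outside, interval 45.0 to 75.8), and its partner *PTPRC* 6.48 times (interval 5.24 to 7.93). In HS1, *CD22* was 19.4 times as high in the region (15 UMIs inside, interval 10.7 to 32.6). Both *PTPRC* and *CD22* were found in 94.7% of the region spots (interval 74.0 to 99.9) of HS2 and 3.35% of the other HS2 spots. In HS1 both were found in 100% of the region spots (interval 63.1 to 100) and 4.87% of the others. Both *CXCL13* and *CXCR5* were found in 73.7% of the region spots (interval 48.8 to 90.9) of HS2 and 0.679% of the other spots. In HS1 this pair was found in 1 region spot and 1.70% of the others. The spots of a region are deeper than those outside, which raises such shares, while the ratios of CPM are taken per UMI.

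**Figure D2:**
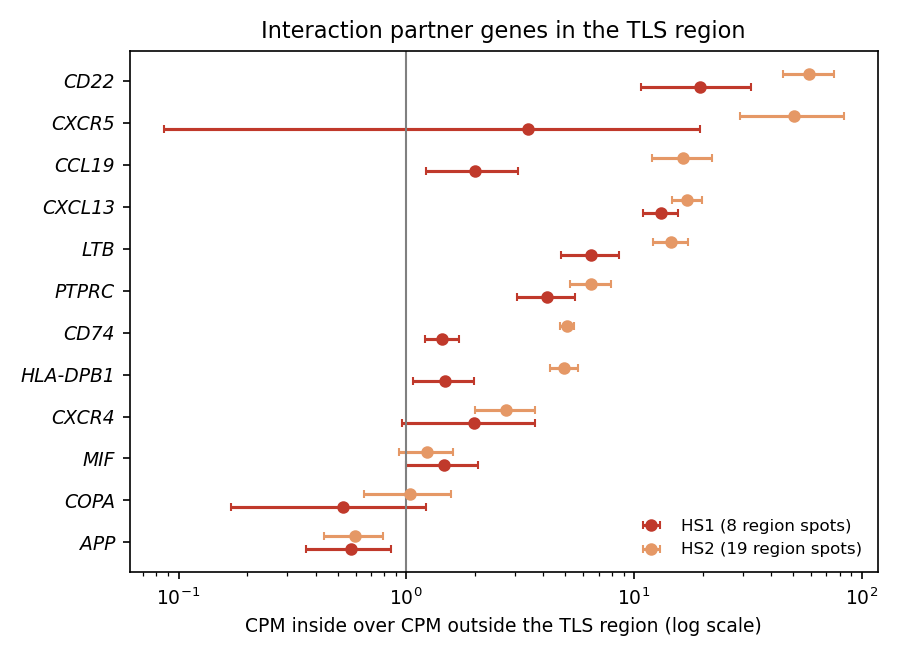
Ratio of CPM inside to outside the TLS region for interaction partner genes in HS1 and HS2, on a log axis, with 95% intervals for counting error as bars. Genes with ratios above 1 in both sections beyond their intervals include *CD22*, *CXCL13*, *LTB*, *PTPRC*, *CD74*, *HLA-DPB1* and *CCL19*, and *APP* lies below 1 in both.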

Antigen presentation interactions were also present within HS2; however, interactions driving B cell recruitment (CXCL13_CXCR5) (15) and GC function via CD22 engagement (34) were among the top interactions detected. 

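*CXCL13* (ENSG00000156234, chromosome 4, 77511753 to 77611834, plus strand) was counted 3697 times in HS1 and 2444 times in HS2. The TLS region held 3.62% of these UMIs in HS1 (interval 3.05 to 4.28) and 7.73% in HS2 (interval 6.70 to 8.86). These shares were 52.1% and 37.3% when the Louvain cluster of highest mean TLS score, with 506 spots in HS1 and 479 in HS2, was taken as the region. In the region of touching spots, the level of *CXCL13* was 13.1 times that outside in HS1 (interval 11.0 to 15.6) and 17.2 times in HS2 (interval 14.7 to 19.9). Outside the region 41.1% of HS1 spots and 29.1% of HS2 spots held *CXCL13*, against 13.9% and 14.3% of the epidermal spots. *CR2* (ENSG00000117322, chromosome 1, 207453024 to 207489895, plus strand), a complement receptor, was counted 302 times in HS2. Of these UMIs 140, or 46.4% (interval 40.6 to 52.2), lay in the region, and its level inside was 177 times that outside (interval 140.1 to 223). The other 162 UMIs lay in 3.42% of the spots outside the region (interval 2.90 to 4.00), at 4.19 CPM. In epidermal spots *CR2* stood at 1.13 CPM. Thinned to 1000 UMIs, 42.1% of region spots and 0.523% of the others held *CR2*, and 78.9% and 7.11% held *CXCL13*. In HS1, *CR2* was counted 62 times, with 1 UMI in the region. The ratio of *CR2* in HS2 moved most with the Louvain cluster as the region, to 19.2.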

While *CXCL13* expression was more widespread throughout both HS tissues, expression of *CR2*, a highly specific gene for GC organizing FDCs (35), was limited to the HS2 TLS cluster (Figure 3E). Therefore, while discrete TLS regions are readily identified in HS tissues, B cells are more broadly localized within the inflamed skin, and engagement with antigen-presenting cells may occur within and outside of TLSs.

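Of the *MS4A1* UMIs, 3.97% (interval 2.53 to 5.89) lay in the TLS region of HS1 and 18.5% (interval 15.6 to 21.6) in that of HS2. The Louvain cluster of highest mean TLS score held 281 of 580 *MS4A1* UMIs in HS1 and 249 of 693 in HS2. For *CD79A* the shares in the TLS region were 0.894% and 1.24%, and *CD79A* is itself among the genes whose score finds the region. *MZB1* had 0.451% of its UMIs inside in HS1 and 0.472% in HS2. Its level inside was 1.59 times that outside in HS1 (interval 1.17 to 2.10) and did not differ from that outside beyond counting error in HS2, with a ratio of 0.971 (interval 0.821 to 1.14). Every region spot held *MS4A1*, as did 12.0% of the other HS1 spots and 11.1% of the other HS2 spots. The paper reasons from its discrete regions of TLS activity and the wider spread of B cells that contact with antigen-presenting cells may take place within and outside of TLSs.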

To understand how B cells might be affecting skin tissue, we asked what transcriptional differences were increased in tissue spots containing high levels of *CD19* transcript versus low transcript signals (Figure 3F). Most differentially expressed genes were in the immunoglobulin family, with B lineage marker *MZB1* and B cell recruitment factor *CXCL13* also differentially expressed. Interestingly, several genes associated with wound repair, including *MMP1*, *MMP3*, and *IL32*, were also enriched in B cell–containing spots (36, 37). Given that immunoglobulin genes are differentially expressed within B cell–containing spots, we assessed expression of specific B cell isotypes within the tissues (Figure 3G). 

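The heavy chain constant region genes *IGHG1* (ENSG00000211896, chromosome 14, 105736343 to 105743071, minus strand), *IGHG2*, *IGHG3* and *IGHG4* lie in 1 cluster. *IGHG1* was found in every spot of HS1 and HS2, the epidermal spots included, at 31327 CPM (interval 31261 to 31392.5) and 40139.7 CPM (interval 40077 to 40203). In epidermal spots its level was 4469 CPM in HS1 and 4732 CPM in HS2. A UMI in an epidermal spot does not show that the RNA was made there, and where it was made was not tested. Healthy skin held 37 UMIs of *IGHG1*, or 13.2 CPM (interval 9.29 to 18.2). Of the UMIs of the 6 heavy chain genes of Figure 3G, *IGHG1* made up 60.9% in HS1 and 43.1% in HS2. *IGHG2* made up 16.6% and 22.5%, *IGHG3* 9.93% and 1.16%, and *IGHG4* 4.05% and 16.8%. Each of these differences between HS1 and HS2 exceeds the Clopper-Pearson 95% intervals of the shares, but with 1 section per person it has no replicate error. The *IGHG* genes are close in sequence, so the split of counts between them is uncertain. Leaving immunoglobulin genes out of the CPM total moved the mean log2 CPM of *IGHG1* over both HS sections most, from 15.11 to 15.48.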

*IGHG1* expression was prevalent among both tissues, while *IGHG2*, *IGHG3*, and *IGHG4* expression varied among individual patients. 

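*IGHA1* (ENSG00000211895, chromosome 14, 105703995 to 105708665, minus strand) was counted 113283 times in HS1, or 4047 CPM (interval 4023 to 4070.3), and 587403 times in HS2, or 15136 CPM (interval 15097 to 15175). It made up 7.87% of the UMIs of the 6 heavy chain genes in HS1 and 16.2% in HS2, the fourth largest share in both. At least 1 UMI was found in 98.4% of HS1 spots, and in 87.4% of the epidermal ones. All HS2 spots held *IGHA1*. Its level in epidermal spots was 636 CPM in HS1 and 1940.3 CPM in HS2, against 4374 and 18539 CPM elsewhere. Healthy skin held 154 UMIs of *IGHA1*, or 54.9 CPM (interval 46.6 to 64.3).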

*IGHA1*, a key mediator of mucosal tissue protection, was also highly detected in both tissues (38). In contrast, *IGHM* expression was lowest in both tissues, indicating that the majority of antibody-producing B lineage cells had class-switched. Thus, within HS lesional tissue, immunoglobulin production, potentially around areas with heightened wound repair signals, is a predominant cellular process in B cells and plasma cells.

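*IGHM* (ENSG00000211899, chromosome 14, 105851705 to 105856218, minus strand) was counted 8591 times in HS1, or 307 CPM (interval 300.4 to 313), and 10012 times in HS2, or 258 CPM (interval 253 to 263). It made up 0.597% of the UMIs of the 6 heavy chain genes in HS1 (interval 0.584 to 0.609) and 0.277% in HS2 (interval 0.271 to 0.282), the lowest of the 6 in both sections. *IGHD*, *IGHA2* and *IGHE*, which Figure 3G does not plot, were lower, with 1462, 102 and 35 UMIs in HS1 and 1650, 268 and 30 UMIs in HS2. At least 1 UMI of *IGHM* was found in 61.9% of HS1 spots and 70.1% of HS2 spots, and in 28.8% and 51.7% of the epidermal ones. A share of UMIs is not a share of cells.

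**Figure D3:**
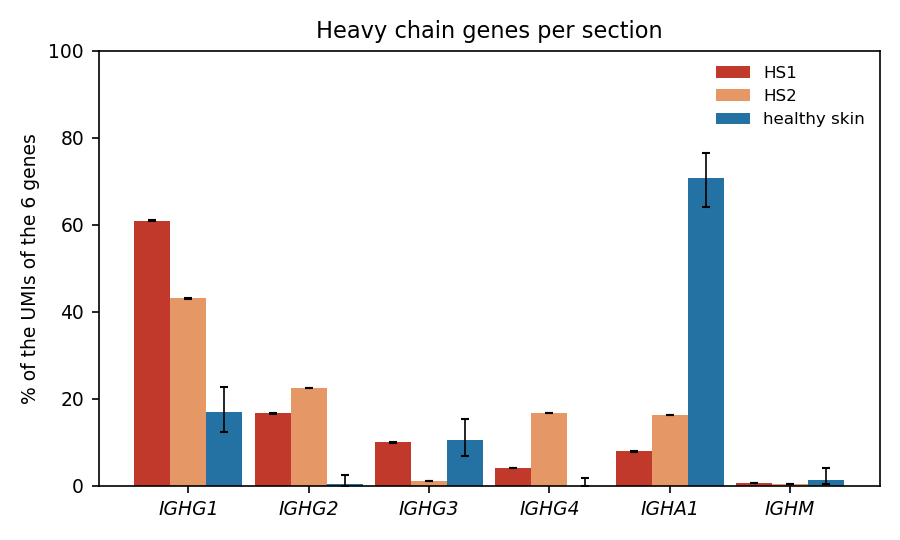
Share of each of 6 heavy chain genes in their summed UMIs, in percent, in each section, with Clopper-Pearson 95% intervals as bars. *IGHG1* is the largest and *IGHM* the smallest in both HS sections, and *IGHA1* is the largest in healthy skin, where the 6 genes total 218 UMIs.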

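The 33 immunoglobulin genes listed in the files took 4477144 UMIs in HS1, or 16.0% of all UMIs of the section, and 10895319 UMIs in HS2, or 28.1%. In healthy skin they took 519 UMIs, or 0.0185% (interval 0.0170 to 0.0202). *IGKC* alone was counted 2751338 times in HS1 and 6505946 times in HS2. The paper concludes that immunoglobulin production is a predominant process of B cells and plasma cells in HS lesions, and proposes that it may lie near areas of wound repair signals.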

### Fibroblasts and T cells are primed to recruit and support B cells in HS skin.

Next, we asked whether tissue stromal cells play a role in recruiting and supporting B cell activity in HS skin. We performed scRNA-Seq on purified CD45-negative cells from 3 HS lesional skin specimens and 6 healthy skin specimens, which clustered into subsets composed of fibroblasts (marked by *PDPN*, *DCN*, and *PDGFRA*) and endothelial cells (marked by *PECAM1*, *CDH5*, and *TIE1*) (Figure 4A). Given the potential role of keratinocytes in HS pathology, we additionally sequenced CD45-negative cells from epidermal preparations of 2 HS specimens and 2 healthy skin specimens (Figure 4B). CellPhoneDB analysis among HS skin endothelial cell clusters, fibroblast clusters, keratinocyte clusters, and B cells identified numerous interactions between stromal cell receptors/ligands and B cells (Figure 4C). Of note, *CXCL13* engagement of *CXCR5* was solely identified in fibroblast clusters. Since candidate cell interactions were widespread across numerous cell types, we then asked which stromal cell–derived interaction partners were differentially expressed between HS and healthy skin cell types. While most interaction partners expressed by endothelial cells were also expressed in healthy skin (Supplemental Figure 4A), fibroblasts in HS skin upregulated numerous molecules versus healthy controls (Figure 4D). Among these were chemokines *CXCL13*, *CXCL10*, and *CCL3* and prostaglandin receptor family members. Expression of these factors was not confined to a single fibroblast cluster and was lower or absent from healthy skin (Figure 4E). Although keratinocytes also upregulated some chemokines in HS skin, these were limited to lower abundance subsets (Supplemental Figure 4B). Therefore, fibroblasts may play a key role in recruiting and supporting B cells in HS tissues.

CD4^+^ T peripheral helper cells (Tph) are critical for the formation of functional TLSs (15, 39). These cells closely resemble the T follicular helper cells (Tfh) populating lymphoid organs and promote B cell affinity maturation through provision of costimulation and supportive cytokines (39). To determine if Tph were present in HS lesions, we analyzed CD4^+^ T cell populations with scRNA-Seq (Figure 5A). CellPhoneDB analysis between CD4^+^ T cell clusters and B cells identified numerous interactions across clusters, especially *CXCL13* and the B cell survival factor *TNSF13B* (BAFF) (Figure 5B). We next generated a Tph/Tfh signature score incorporating the genes most highly expressed by these cells (40). Tph genes were highly expressed by CD4^+^ T cell cluster 6, and this population was enriched in HS samples compared with healthy controls (Figure 5C). In addition, “Germinal center T helper up” was the among the top 10 pathways significantly defined by gene set enrichment analysis (GSEA) comparing cluster 6 with all other T cells (Figure 5D) (41). Analysis of the clusters with the strongest Tph signature (clusters 3, 6, 10) revealed increased expression of canonical Tph genes, especially *CXCL13*, *TOX2* (42), *TCF7* (43), *BCL6*, *CXCR5*, and *KLRB1* (44), compared with healthy controls. Cluster 3 was also enriched in the cytotoxic genes *GZMB* and *GNLY*, which have been associated with Tph/Tfh regulation (Figure 5E) (45). The cytokine *IL32*, which has been implicated as a potential plasma cell survival factor, was enriched in both clusters 3 and 6 (Figure 5E) as well as similarly elevated in CD19^hi^ spots (Figure 3F). 

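*BCL6* (ENSG00000113916, chromosome 3, 187721377 to 187745725, minus strand) stood at 265 CPM in the TLS region of HS2 and 96.5 CPM outside, a ratio of 2.75 (50 UMIs inside, interval 2.04 to 3.63). Its level was 232 CPM in the epidermal spots of HS2, none of which lie in the region, and 62.5 CPM in the other spots. Over all spots *BCL6* stood at 121 CPM in HS1, 97.3 CPM in HS2 and 301 CPM in healthy skin. *CXCR5* (ENSG00000160683, chromosome 11, 118883892 to 118897787, plus strand) stood at 106 CPM in the region of HS2 and 2.10 CPM outside, a ratio of 50.6 (20 UMIs inside and 81 outside, interval 29.3 to 83.3). With the Louvain cluster of highest mean TLS score as the region, the ratio of *BCL6* was 0.640 and that of *CXCR5* 8.28. In the region of HS1, *BCL6* and *CXCR5* had 1 UMI each, with ratios of 0.103 (interval 0.00261 to 0.574) and 3.43 (interval 0.0859 to 19.5).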

Consistent with the presence of Tph cells, analysis of our spatial transcriptomics data revealed enrichment of *BCL6* and *CXCR5* in the spatial region where TLS gene signatures were identified (Figure 5F). CD4 and BCL6 IHC costaining identified double-positive cells within formed TLSs (Figure 5G). Together, our analyses of the T cell and stromal compartment in HS lesions indicate that specific populations of these cells, including Tph, are expanded and actively express genes associated with TLS function and B cell maturation.

## Discussion

While B cell signatures are strongly evident in HS, the contribution of these lymphocytes to disease pathogenesis is unclear. Memory B cells and antibody-secreting plasma cells accumulate in HS lesional skin to become a prominent immunological feature (1, 4–6). Antibodies against a wide array of self-antigens are detectable in both patient sera and the skin lesions themselves, suggesting ongoing B cell activity and possible contribution to disease progression (6, 8–10). Given healthy skin maintains relatively few B cells, it is not clear how HS skin lesions support accumulation of these cells and whether specific tissue niches regulate their biological activity. Our data demonstrate the presence of TLSs, capable of supporting and shaping B cell function, within HS lesions. We find evidence of active B cell maturation and affinity maturation within lesional skin and identify a cellular niche of skin stromal constituents capable of B cell recruitment and maintenance.

TLSs are organized aggregates of immune cells that form in nonlymphoid tissues, especially under chronic inflammatory conditions. TLSs are composed of T cells, B cells, myeloid antigen-presenting cells, and supporting stromal cells coalescing to resemble secondary lymphoid organs. As such, these structures are capable of regulating B cell immune responses by facilitating T cell help and supporting formation of GC reactions (15). LAs are recognized as a histological feature of HS lesions, and the presence of fully formed TLSs has been hypothesized; however, definitive evidence of fully functional TLSs has not previously been reported (1, 4, 14). Our data demonstrate that these structures occur in advanced HS lesions. Moreover, within these TLSs, we identified evidence of active GCs and B cells expressing genes associated with affinity maturation and CSR. A substantial portion of detected cells were class-switched to IgA, which is associated with mucosal and epithelial surfaces (38). We observed that B cells accumulating in HS lesions contain population heterogeneity with evident recruitment of both naive and memory cells. Due to the limitations of our histology sample cohort, we were unable to quantify TLS frequency or identify correlations with unique patient subsets (Supplemental Table 1). Additionally, our scRNA-Seq data set comprises a relatively small patient cohort of 7 individuals with HS, with varying coverage of analyzed cell subsets (Supplemental Figure 5 and Supplemental Table 2). Therefore, it is difficult to extrapolate our data toward understanding the role of TLSs across the spectrum of disease progression, and additional work will be required to determine how these structures and associated B cell activity intersect with clinical presentation. Nonetheless, these data point to a model where B cell activity is propagated within the cutaneous tissue and accumulating lesional B cells likely mature to generate fully differentiated plasma cells in situ. This would be consistent with the relationship between TLS B cells and tissue plasma cells described in other situations of chronic inflammation. In renal cell carcinoma tumor TLSs generate IgA and IgG plasma cells that disseminate relatively large distances across the tumor tissue (46). Although we have not uncovered a direct link between HS TLS B cells and production of autoantibodies, it is plausible that cutaneous GCs give rise to the plasma cells secreting these antibodies.

Naive B cells are rare in healthy skin and therefore likely recruited to progressing HS lesions through the induction of a supportive tissue microenvironment complete with associated chemokines and maintenance factors (47). In agreement with this model, we and others have previously observed significant upregulation of the B cell survival factors *BAFF* and *APRIL* in HS lesions (4, 5). That organized TLSs are also induced by the HS inflammatory milieu provides further evidence for generation of a niche supportive of B cells during the progressive evolution of HS lesions. Our data demonstrate that several chemokines associate with B cell recruitment to TLSs, especially *CXCL13*, *CCL10*, and *CCL18*, are enriched in lesional skin (15, 32, 47, 48). 

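In the spatial sections, *CXCL13* was counted 0 times in healthy skin. Set against a floor of 3 UMIs there, its CPM was at least 123-fold higher in HS1 and at least 58.9-fold higher in HS2. *CCL18* (ENSG00000275385, chromosome 17, 36064272 to 36072032, plus strand) stood at 94.8 CPM in HS1 and 35.1 CPM in HS2, against 2.14 CPM (6 UMIs) in healthy skin, for ratios of 44.3 (interval 20.3 to 121) and 16.4 (interval 7.51 to 44.8). The genes of the files include no *CCL10*. The paper reports *CXCL10* as raised in HS fibroblasts in its single-cell data, which levels over whole sections do not test. *CXCL10* (ENSG00000169245, chromosome 4, 76021118 to 76023497, minus strand) stood at 13.0 CPM in HS1, 0.799 CPM in HS2 and 3.92 CPM (11 UMIs) in healthy skin. Its ratio to healthy skin was 3.32 (interval 1.84 to 6.72) in HS1 and 0.204 (interval 0.0996 to 0.449) in HS2, in opposite directions. *CCL19* had a ratio of 8.19 (interval 6.07 to 11.3) in HS1 and 1.08 (interval 0.795 to 1.51) in HS2. For *CCL22*, with 3 UMIs in healthy skin, the ratios were 7.38 (interval 2.49 to 36.0) and 2.96 (interval 0.990 to 14.6). In HS1 and HS2 they were 1.26 and 0.704 for *CCL21*, 3.91 and 0.438 for *CXCL9*, and 1.88 and 1.08 for *CXCL12*. The B cell survival factor genes *TNFSF13B* and *TNFSF13* had ratios of 1.31 and 1.06 in HS1 and 0.636 and 0.666 in HS2. Without immunoglobulin genes in the CPM total and on TMM effective library sizes, the ratios in HS2 became 1.51 (interval 1.11 to 2.10) and 1.98 (interval 1.45 to 2.76) for *CCL19*, 4.12 (interval 1.38 to 20.2) and 5.40 (interval 1.80 to 26.5) for *CCL22*, 1.51 and 1.98 for *CXCL12*, and 0.608 and 0.798 for *CXCL9*. On TMM library sizes they rose to 1.28 (interval 1.08 to 1.53) for *CCL21*, 1.16 (interval 0.728 to 1.94) for *TNFSF13B* and 1.21 (interval 0.918 to 1.63) for *TNFSF13*, and that of *CXCL10* stayed below 1, at 0.371 (interval 0.182 to 0.818). Over the spots that are not epidermal, a choice made after the data were seen, *CXCL13* set against the same floor was at least 56.2-fold and 30.5-fold higher, and the ratios in HS1 and HS2 were 24.1 and 9.75 for *CCL18*, 1.50 (interval 0.826 to 3.02) and 0.0974 (interval 0.0470 to 0.217) for *CXCL10*, 8.44 and 1.25 for *CCL19*, 9.75 (interval 1.73 to 387) and 3.48 (interval 0.609 to 139) for *CCL22*, 0.819 and 0.516 for *CCL21*, 2.51 and 0.306 for *CXCL9*, 1.18 and 0.766 for *CXCL12*, 0.704 and 0.367 for *TNFSF13B*, and 0.797 and 0.530 for *TNFSF13*.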

Notably, fibroblasts were the only stromal cell population that expressed *CXCL13* despite the high levels of transcript detected. This indicates a key role for fibroblasts in B cell recruitment and propagation of TLS activity, consistent with previous evidence that fibroblasts mediated skin architectural changes associated with disease progression (49).

To date, limited data suggest that targeting B cells may be beneficial in the treatment of HS. B cell depletion with rituximab ameliorated HS lesions in a single patient and reduced expression of inflammatory cytokines in HS skin explant assays (12, 13). Anti–TNF-α agents are the most effective targeted biologics currently available for HS treatment (1). Notably, TNF-α is a key contributor in TLS induction, and we have previously demonstrated that ex vivo anti–TNF-α treatment of lesional skin samples reduced B cell proliferation (5, 15, 47). Other therapies relevant for B cell targeting are in development. A recent phase II clinical trial of the spleen tyrosine kinase antagonist fostamatinib reported promising clinical outcomes, highlighting the potential for treatments disrupting B cell activation and immunoglobulin production (50). Similarly, JAK inhibitors have also seen some success in early trials (51). Herein, we present findings that add to the growing evidence suggesting a role for B cells in HS pathogenesis and that immunotherapy targeting these cells may be beneficial for patients with HS. Our data imply that plasma cell depletion may be insufficient because cutaneous TLSs will be capable of replacing cells secreting pathogenic antibodies. Instead, direct manipulation of TLS formation in HS may allow for attenuation of pathogenic B cell activity while reducing systemic impacts on healthy tissues.

## Methods

### Case selection.

Thirty cases of HS were retrieved in the diagnostic and consultation files of the UCSF Dermatopathology Service and UCSF Department of Surgical Pathology. Of these, 3 cases of HS with GC reactions, 3 cases with LAs but no GC reactions, and 3 cases with no GC reactions or LAs were selected for IHC studies. Notably, 1 case initially selected as having only LAs and no GC reactions on H&E staining exhibited an FDC network on CD21 IHC and was therefore reclassified as an HS case with a TLS. One case of microscopically near-normal skin from an anogenital site was selected from UCSF Dermatopathology Service.

### Histology.

Tissue was fixed in 10% neutral-buffered formalin, routinely processed, embedded in paraffin, and stained with H&E. Formalin-fixed, paraffin-embedded sections of 4 μm thickness were stained with antibodies specific for CD21 (predilute, clone 2G9, Leica Biosystems), CD3 (predilute, clone LN10, Leica Biosystems), and PAX5 (predilute, clone DAK-Pax5, Agilent Technologies).

### Whole-slide digital image analysis.

Slides were scanned at original magnification, ×40, with an Aperio AT2 scanner (Leica Biosystems) using a 20×/0.75NA Plan Apo objective with a 2× optical magnification changer. Quantitative analysis was performed on images from sections stained with a dual antibody combination of PAX5 (red chromogen) and CD3 (brown chromogen) using QuPath (v.0.3.2) software. Small representative regions of interest of hematoxylin, 3,3′-diaminobenzidine (CD3), alkaline phosphatase (PAX5), and background were used to set stain vectors. Cells were detected using the watershed algorithm-based Detect Cells tool, using the optical density sum to segment nuclei with a cytoplasmic expansion of 1.5 μm. Cells were then classified with the Train Object Classifier tool using a neural network trained on 8–12 annotations of each cell class (CD3^+^PAX5^–^, CD3^–^PAX5^+^, and CD3^–^PAX5^–^) with the following features as input: nuclear PAX5 mean and cytoplasmic CD3 mean. LAs and TLSs were manually annotated for cell localization, and tissue area was detected with a simple threshold tool.

### Spatial transcriptomics.

Formalin-fixed, paraffin-embedded specimens from 2 lesional HS samples and 1 healthy control sample were sectioned and placed on a Visium Spatial Gene Expression Slide (10x Genomics). Probe sets were amplified and were sequenced by the Gladstone Institute. FASTQ files and the H&E-stained images were analyzed by spaceranger (v. 1.3.1) using the Visium Human Transcriptome Probe Set v1.0 (GRCh38 2020 A). The spaceranger output files were analyzed with Seurat (52). Data were normalized with SCTransform prior to principal component analysis and UMAP clustering (53). For analysis comparing multiple slides, separate slides were merged and integrated with Harmony (v. 0.1.0) (54) prior to clustering. GC and TLS scores were calculated using the AddModuleScore function using gene sets described for GCs (26) and TLSs (32) (Supplemental Table 3).

Spots with high expression of *CD19* (*CD19* ≥ 0.5) were compared with spots with low *CD19* expression (*CD19* < 0.5) using the FindMarkers command, and significantly increased genes (padj < 0.05) were plotted.

Counts assigned to clusters were exported from each HS object and analyzed with CellPhoneDB (33). The top significant interactions (*P* < 0.05) occurring within clusters of local high GC/TLS scores — cluster 14, HS1 (mean > 1), cluster 8, HS2 (mean > 0) — were identified and plotted.

### Skin processing.

We obtained 6 mm punch biopsies from 5 patients with a diagnosis of HS from an actively inflamed lesion. Healthy control skin was obtained from surgical discards and was dermatomed at 500 μm prior to processing.

Skin was finely minced with scissors and was digested overnight with 250 IU/mL collagenase IV (Worthington) and DNase 20 μg/mL (MilliporeSigma) in RPMI (Thermo Fisher Scientific) with 10% FBS at 37°C. The suspension was agitated via shaking and was filtered (100 μm, Corning) and washed before counting with a NucleoCounter NC-200 (ChemoMetec). Samples were stained for sort purification with a BD FACSAria 2 with Ghost Dye Violet 510 amine reactive dye (Tonbo), CD45 PerCP-e710 (Thermo Fisher Scientific; clone HI30), CD3 BV650 (BioLegend; clone OKT3), CD4 PE-CF594 (Thermo Fisher Scientific; clone OKT4), CD127 PE (BD Biosciences; clone HIL-7R-M21), CD25 PE-Cy7 (BD Biosciences; clone M-A251), CD45RO FITC (Thermo Fisher Scientific; clone UCHL1), CD27 APC-e780 (Thermo Fisher Scientific; clone LG.7F9), and CD8 APC (Thermo Fisher Scientific; clone OKT8). Some samples were also stained with CD235a Pacific Blue (BioLegend; clone 349108).

CD45-negative cells were sorted as singlet, Ghost Dye–negative, CD45-negative events. Some samples were also sorted as CD235a negative to exclude erythrocytes. CD3-negative events were sorted as singlet, Ghost Dye–negative, CD45-positive, CD3-negative events. Regulatory T cells were enriched from skin by sorting as singlet, Ghost Dye–negative, CD45-positive, CD3-positive, CD8-negative, CD4-positive, CD25-positive, and CD27-positive. CD4^+^ T cells not falling in the CD25-positive and CD27-positive regulatory T cell gate were also collected. Regulatory T cells and nonregulatory T cells were either spiked in a 1:1 ratio and sequenced together or sequenced on separate 10× wells.

### Keratinocyte preparation.

Discarded skin from 2 HS surgical excisions and 2 healthy skin resections was dermatomed at 1,000 μm depth and suspended overnight in a solution of 5 U/mL dispase (Stemcell Technologies catalog 07913) at 4°C. The epidermis was separated mechanically the next day and was placed in a 0.25% trypsin-EDTA solution for 15 minutes at 37°C. The epidermis was chopped with scissors and passed through a 100 μm filter, washed, and stained with anti-CD45–PerCP710 (Thermo Fisher Scientific; clone HI30), anti-CD3–BV711 (BioLegend; clone SK7), anti-CD19–FITC (Tonbo; clone SJ25C1), and Ghost Dye Violet 510 prior to sort purification with a BD FACSAria Fusion. Keratinocytes were enriched for as singlet, live, CD45-negative events.

### scRNA-Seq.

Following sort purification, CD45-negative and CD3-negative cells were quantified via nucleocounter or hemacytometer, and 10,000 to 25,000 cells were loaded per lane and sequenced with a 10x Genomics Single Cell 5′ chip. Keratinocytes (25,000 total) were loaded onto a 10x Genomics Single Cell 3′ chip. All sample loading and sequencing were performed by the UCSF Genomics Core Facility, which provided FASTQ files following sequencing.

FASTQ files were processed via Cell Ranger (v. 3.0.2) to transcriptome GRCh38 v 3.0.0 downloaded from 10x Genomics.

### Seurat analysis.

Cell Ranger–generated count files were analyzed with Seurat (4.1.0) (52). First, singlets were identified with scDblFinder (1.4.0) (55). Singlets were further selected as cells containing more than 500 nFeature_RNA and fewer than 5% mitochondrial reads. Harmony (v. 0.1.0) (54) was used for sample integration and clustering, with CD3-negative sorted cells, CD45-negative sorted cells, keratinocytes, and T cells integrated into 4 separate objects for analysis.

B cell clusters were identified from the CD3-negative Seurat object based upon *MS4A1* expression (threshold) and were subset and reclustered. B cell purity was confirmed based on the differential presence of *CD19*, *BANK1*, *CD3E*, *GNLY*, *CD14*, *FCER1A*, and *FCGR3A*. Trajectory and pseudotime analysis of B cell populations was performed with Monocle 3 (56). GC and CSR scores were calculated using the AddModuleScore function and gene sets described for GCs (26) and active CSR (27) (Supplemental Table 3).

### CellPhoneDB analysis.

CellPhoneDB (v. 4.0.0) (33) was used to identify ligand-receptor interactions between fibroblasts, endothelial cells, keratinocytes, and B cells in HS tissues or between CD4^+^ T cells and B cells in HS tissues. Normalized counts from HS clusters were exported and assessed with the CellPhoneDB statistical_analysis method. Any interaction between a B cell cluster and a keratinocyte/endothelial cell/fibroblast cluster or between a B cell cluster and a CD4^+^ T cell that was significant (*P* < 0.005) was identified. For stromal cell types, numbers of interactions between cell types were counted, normalizing for the total number of clusters identified per cell type. Differential expression analysis was performed with DESeq2 (v. 1.30.1) (57) on pseudobulk counts for individual patient clusters, comparing cells from patients with HS and healthy controls. Genes that were significantly increased in HS clusters versus controls were depicted with pheatmap (v. 1.0.12).

### GSEA.

A ranked gene list for GSEA was generated to compare expression between cluster 6 and all other HS T cell clusters. First, all HS CD4^+^ T cells were downsampled to 10,000 events. The Seurat FindMarkers command was used to determine differential expression between cluster 6 and all other clusters. To obtain rankings for all genes, the logfc.threshold and min.pct were set to 0. fgsea (v. 1.16.0) was used to determine enrichment on the MSigDB C2 Curated Gene Sets Collection. Significant (padj < 0.05) positively enriched pathways containing more than 30 genes were selected and collapsed into independent pathways with the collapsePathways command. GSEA tables for the top 10 enriched pathways were plotted.

### Statistics.

Comparisons in histological findings were assessed via 2-tailed Student’s *t* test, with *P* < 0.05 considered statistically significant. Differential expression within pseudobulked counts from scRNA-Seq data was analyzed via the DESeq Wald test, with adjusted *P* < 0.05 considered statistically significant. Statistical assessment of Seurat scRNA-Seq objects was done with the Seurat FindMarkers command using the Wilcoxon test and default settings; adjusted *P* < 0.05 was considered significant. CellPhoneDB statistical analysis was computed via the CellPhoneDB statistical analysis method, with *P* < 0.05 considered significant for spatial sequencing analysis (Figure 3). As 3 separate groups of stromal cells were assessed with CellPhoneDB in Figure 4, a more stringent *P* value (*P* < 0.005) was set. Significantly increased GSEA pathways were identified with the fgsea package, and pathways with adjusted *P* < 0.05 were considered statistically significant.

### Study approval.

The UCSF Institutional Review Board approved the proposed studies (13-11307, 19-29608, and 21-33678). All patients provided informed written consent. Keratinocytes were isolated from discarded deidentified tissue certified as Not Human Subjects Research. A list of sample origins and associated experiments is included as Supplemental Table 2.

### Data availability.

Genomic data are publicly available at GEO under the following accession numbers: GSE249793 (CD45^+^CD3^–^), GSE249622 (CD45^+^CD3^+^CD4^+^), GSE249621 (CD45^–^), GSE155850 (keratinocytes), and GSE249729 (spatial data set). All Supporting Data Values for analyses associated with the main manuscript are included in the supplement. A complete list of deidentified human tissue samples is included as Supplemental Table 2.

## Author contributions

MML, JNC, and JMM conceived and designed the study, performed experiments, analyzed data, and wrote the manuscript. MIM, SC, and JPA performed experiments and analyzed data. AEY, HBN, MP, IT, AM, HH, EK, and SLH contributed to sample acquisition and data preparation. RY analyzed data. MDR and JMM acquired research funding. All authors contributed to drafting of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
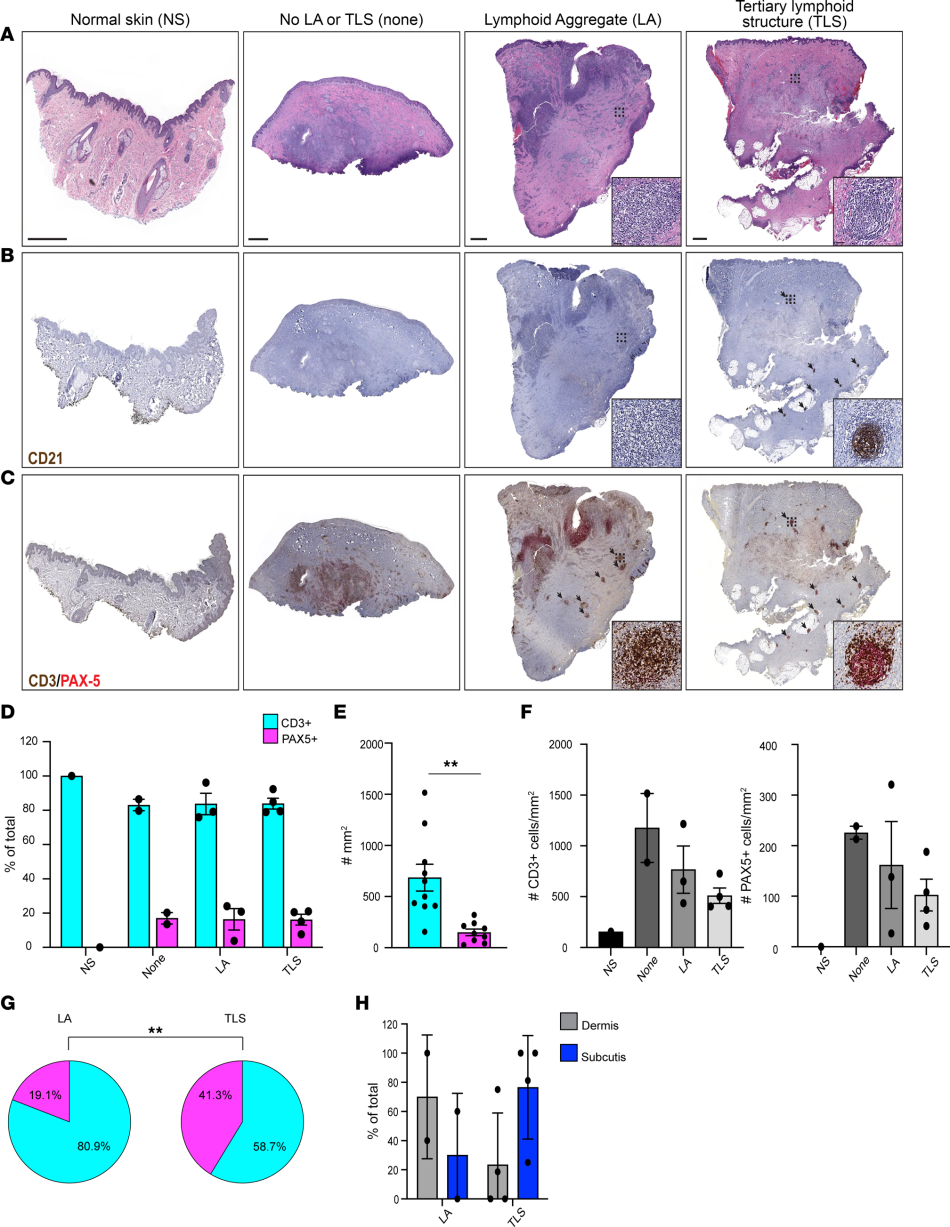
TLSs are present in HS skin. (**A**) Low-power photomicrographs of H&E-stained sections of healthy and HS skin with the indicated features. Dashed boxes indicate representative LAs or TLSs, and insets show a higher power magnification image within dashed boxes; scale bars = 2 mm. (**B**) Low- and higher power (insets) photomicrographs of CD21 immunohistochemistry (IHC) on normal and HS skin. (**C**) Low- and higher power (insets) photomicrographs of multiplex CD3 (brown chromogen)/PAX5 (red chromogen) IHC on normal and HS skin. Black arrows indicate LAs and TLSs. PAX5, paired box protein 5. (**D**) Frequency of CD3^+^PAX5^–^ and CD3^–^PAX5^+^ cells in normal skin and each subset of HS skin based on presence or absence of LAs or TLSs. (**E**) Number of CD3^+^PAX5^–^ and CD3^–^PAX5^+^ cells in HS skin per unit area. (**F**) Number of CD3^+^PAX5^–^ and CD3^–^PAX5^+^ cells in each subset of HS skin based on presence or absence of LAs or TLSs. (**G**) Frequency of CD3^+^PAX5^–^ and CD3^–^PAX5^+^ cells in LA or TLS annotated regions. (**H**) Frequency of the microanatomic distribution in the dermis or subcutis of LAs and TLSs in HS skin. Data are compiled from 3 HS cases with no evidence of TLSs/LAs, 2 cases with LAs, and 4 cases with TLSs. **P < 0.01, 2-tailed Student’s *t* test.

**Figure 2:**
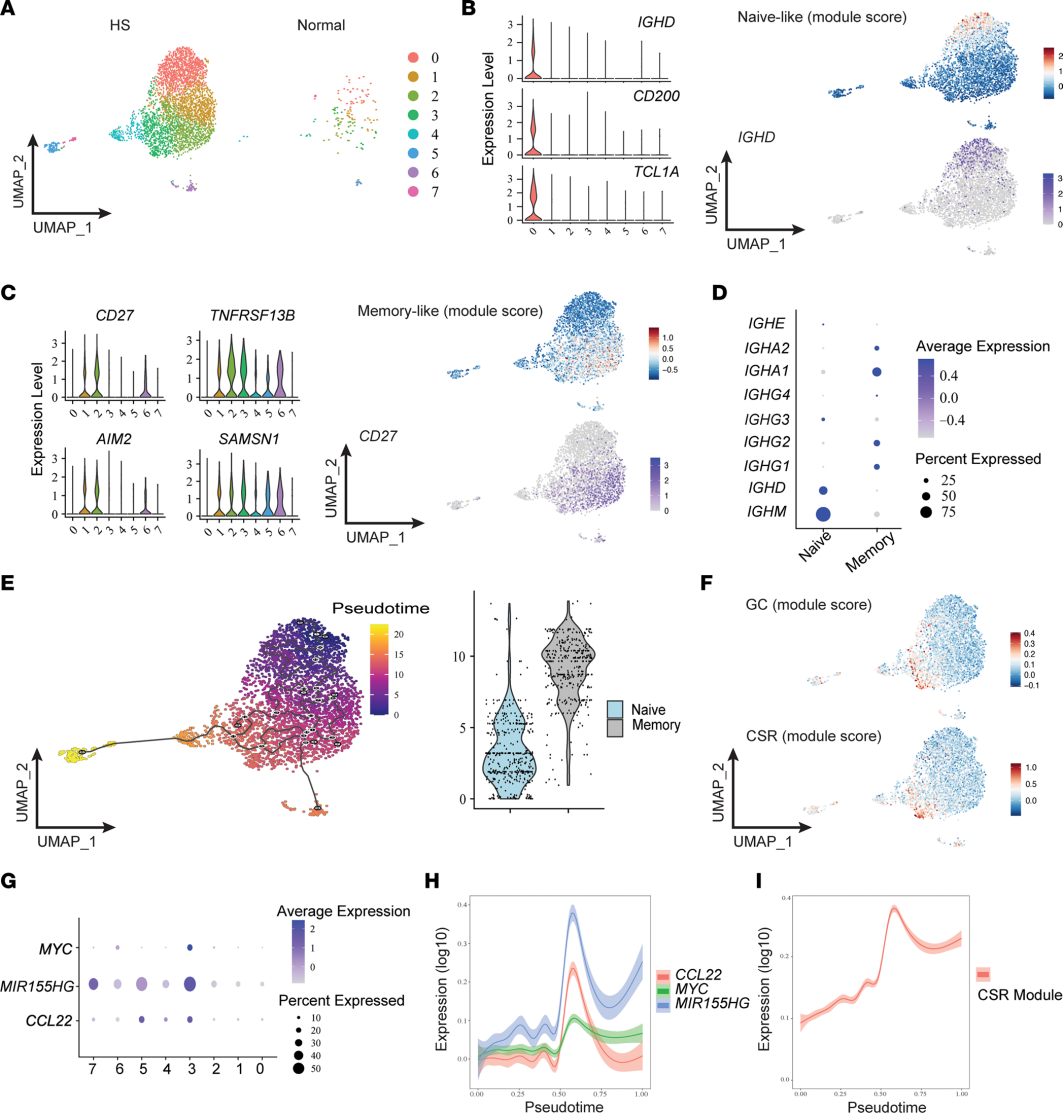
B cells in HS skin exhibit signatures of active maturation. (**A**) Uniform manifold approximation and projections (UMAPs) of B cell scRNA-Seq clusters from either HS lesions or normal skin. Data represent concatenation of samples from 5 patients with HS and 2 healthy donors. (**B**) Expression of naive B cell–associated genes and corresponding module score comprising *IGHD*, *CD200*, and *TCL1A*. UMAPs depict naive-like module score intensity and *IGHD* expression. Data represent 5 patients with HS. (**C**) Expression of memory B cell–associated genes and corresponding module score comprising *CD27*, *SAMSN1*, *TNFRSF13B*, and *AIM2*. UMAPs depict memory-like module score intensity and *CD27* expression. (**D**) Mean expression of B cell receptor isotype genes among naive and memory B cells from 5 HS lesions. (**E**) UMAP and naive versus memory comparison of B cells from 5 HS lesions analyzed with Monocle 3 for pseudotime. Black lines indicate pseudotime trajectories. (**F**) UMAP visualization of GC and CSR module scores among B cells from 5 HS lesions. (**G**) Mean expression of GC positive selection–associated genes across HS lesional B cell clusters from 5 patients. (**H** and **I**) Plots display gene expression by pseudotime.

**Figure 3:**
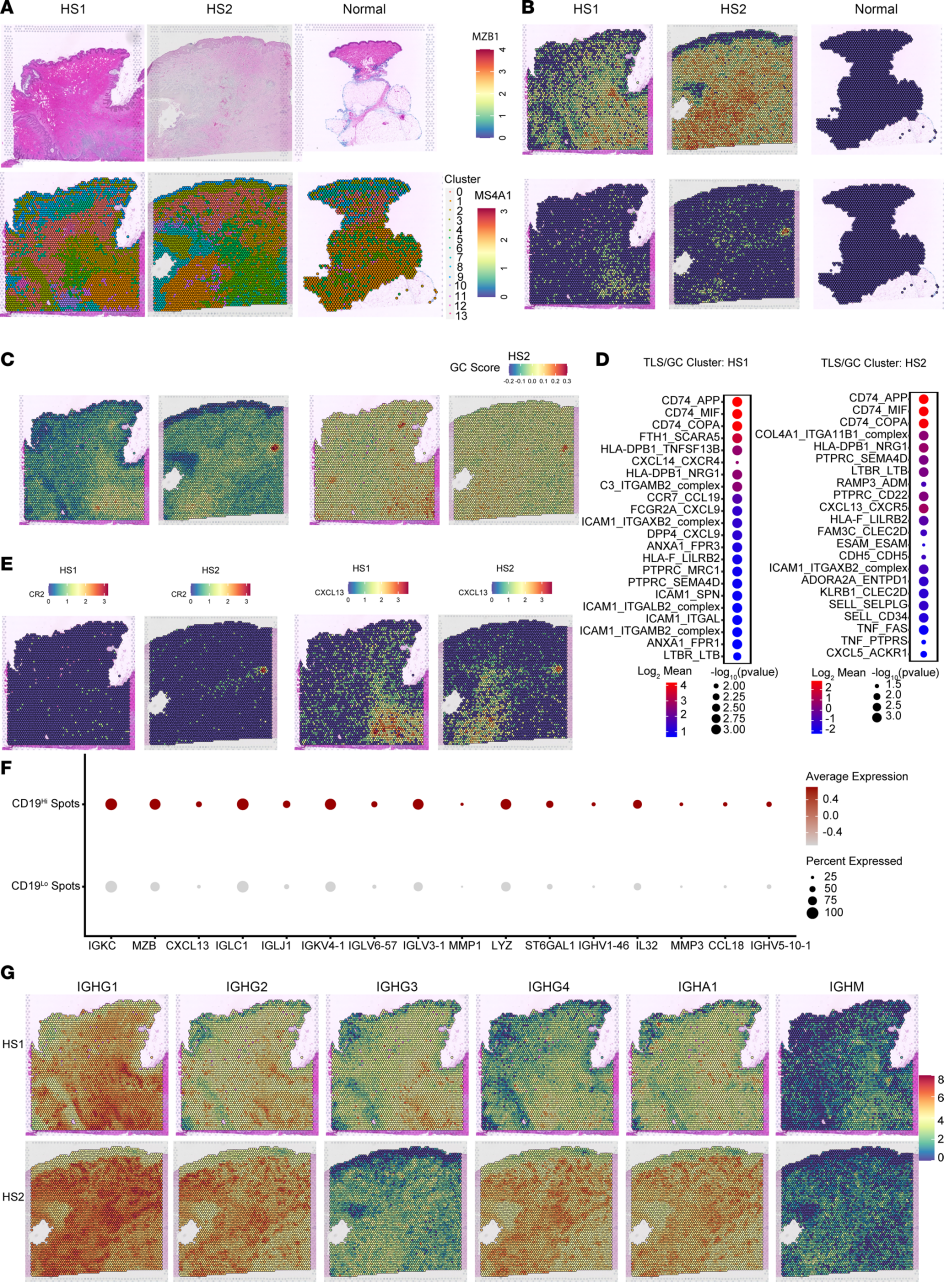
Spatial transcriptomics identifies distinct regions of TLS involvement in HS skin. (**A**) H&E staining (top) and unsupervised clustering (bottom) of spatial transcriptomics data of 2 HS samples and 1 healthy skin sample. (**B**) Spatial feature plot depicting expression of B cell lineage marker genes *MZB1* and *MS4A1* in spatial transcriptomics data of 2 HS samples and 1 healthy skin sample. (**C**) Spatial feature plot depicting module scores of TLS signature genes (left) and GC signature genes (right) in 2 HS skin samples. (**D**) Dot plot of CellPhoneDB analysis depicting the top significant ligand-receptor interactions occurring within clusters of high GC/TLS scores in HS samples (cluster 14, HS1, cluster 8, HS2) (*P* < 0.05). (**E**) Spatial feature plot depicting expression of B cell recruitment factor *CXCL13* and FDC marker *CR2* in 2 HS skin samples. (**F**) Dot plot depicting significantly increased genes comparing spots with high expression of *CD19* (*CD19* ≥ 0.5) versus low expression of *CD19* (*CD19* < 0.5) from 2 HS skin samples (adjusted *P* [padj] < 0.05, Wilcoxon test). (**G**) Spatial feature plot depicting expression of immunoglobulin genes *IGHG1*, *IGHG2*, *IGHG3*, *IGHG4*, *IGHA1*, and *IGHM* in 2 HS skin samples.

**Figure 4:**
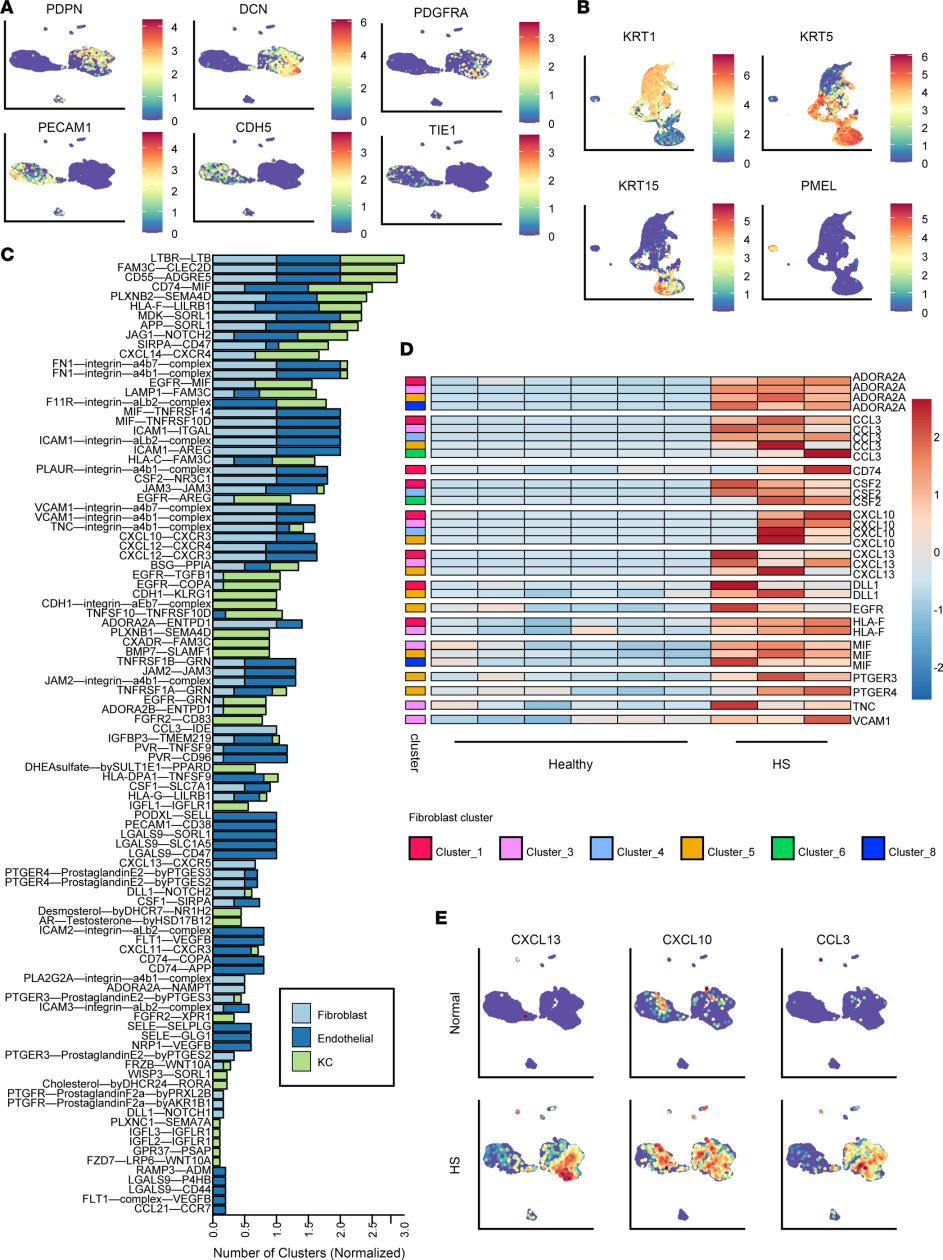
Fibroblasts are primed to support and recruit B cells in HS skin. (**A**) UMAPs of stromal cell scRNA-Seq clusters from HS lesions and normal skin showing expression of endothelial and fibroblast signature genes. Data represent samples from 3 HS donors and 6 normal skin donors. (**B**) UMAPs of scRNA-Seq data of epidermal cells from HS lesions and healthy skin showing expression of keratinocyte signature genes. Data represent samples from 2 HS donors and 2 normal skin donors. (**C**) Significant (*P* < 0.005) ligand-receptor interaction partners identified by CellPhoneDB between clusters of stromal cells (left partner) and B cells (right partner). Numbers of clusters involved are normalized to the total number of clusters involved per cell type. B cell data were utilized from 5 HS donors, keratinocyte data from 2 HS donors, and endothelial and fibroblast clusters from 3 HS donors. (**D**) Row-normalized heatmap depicting pseudobulk scRNA-Seq counts of significantly upregulated (adjusted *P* < 0.05, Wald test) genes in HS fibroblast clusters versus healthy skin fibroblast clusters. Data represent samples from 3 HS donors and 6 normal skin donors. (**E**) UMAPs of stromal cell scRNA-Seq clusters from HS lesions and healthy skin showing expression of select differentially expressed genes. Data represent samples from 3 HS donors and 6 healthy skin donors.

**Figure 5:**
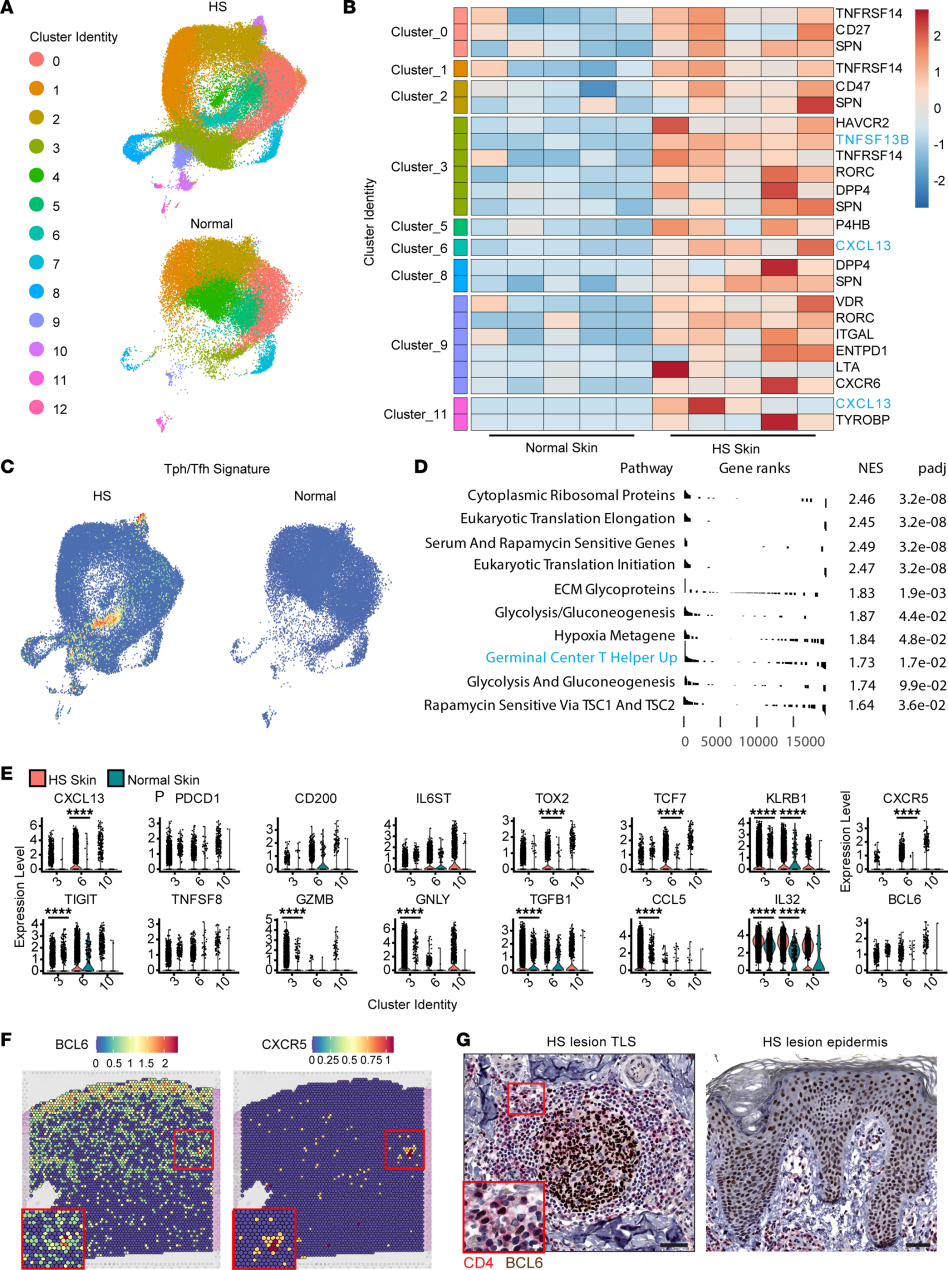
CXCL13-expressing Tph are increased in HS lesional skin. (**A**) UMAPs of CD4^+^ T cell scRNA-Seq clusters from 5 HS lesions and 5 normal skin samples. (**B**) Row-normalized heatmap depicting pseudobulk scRNA-Seq counts of significantly upregulated (padj < 0.05) genes identified as B cell interaction partners in HS CD4^+^ T cell clusters versus healthy skin CD4^+^ T cell clusters. (**C**) UMAPs of CD4^+^ T cell scRNA-Seq clusters from HS lesions and healthy skin showing expression of a Tph/Tfh gene module. (**D**) Top 10 significantly enriched (padj < 0.05) GSEA results of Human MSigDB Collections C2 gene signatures comparing cluster 6 cells from HS lesional skin with all other clusters. NES, normalized enrichment score. (**E**) Violin plots of gene expression from clusters 3, 6, and 10 from HS lesions and normal skin showing expression of select genes. Data represent samples from 5 HS donors and 5 normal skin donors. (**F**) Spatial feature plot depicting expression of *BCL6* and *CXCR5* from an HS patient lesional section with a previously identified TLS. Red box inset highlights region where a TLS gene signature is enriched. (**G**) Photomicrograph of CD4 (red chromogen)/BCL6 (brown chromogen) IHC on an HS skin section highlighting a TLS (left) and the epidermis (right). Scale bar = 50 μm; inset scale bar = 5 μm; ****P < 0.0001, Wilcoxon test.

# Supplementary material for: Tertiary lymphoid structures sustain cutaneous B cell activity in hidradenitis suppurativa
**Source:** JCI Insight. 2024 Feb 8;9(3):e169870. doi: 10.1172/jci.insight.169870
**Supplement:** Supplemental data

## Supplement Figures:

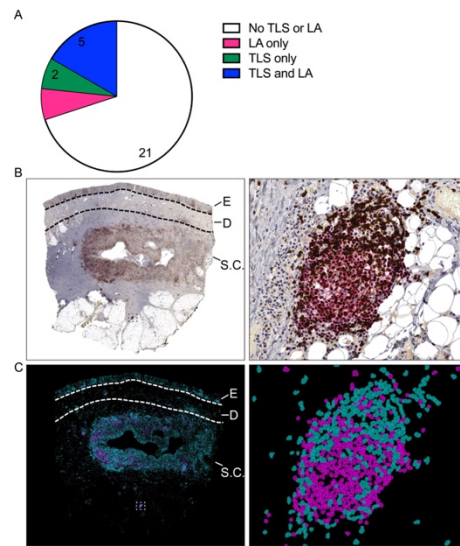

**Fig S1.** Digital image quantification of lymphocytes in skin. (A) Skin lesion tissue sections from 30 individual patients previously diagnosed with hidradenitis suppurativa were evaluated by a dermatopathologist for evidence of tertiary lymphoid structures (TLS) or lymphoid aggregates (LA). Numbers indicate the counts for each category. (B) Representative low power photomicrograph (left) and high power tertiary lymphoid structure (TLS; right) of the multiplex CD3 (brown chromogen)/PAX5 (red chromogen) immunohistochemical stain on HS skin. (C) Low and high power images corresponding to (B), in which the image analysis program created cell contours according to a cell segmentation algorithm and labeled cells according to signal intensity thresholds set for the red and brown chromogens. Cyan corresponds to CD3+ cells and Magenta corresponds to PAX5+ cells. E: epidermis, D: dermis, S.C.: subcutis. Dashed box indicates the location of TLS highlighted in the high power image.

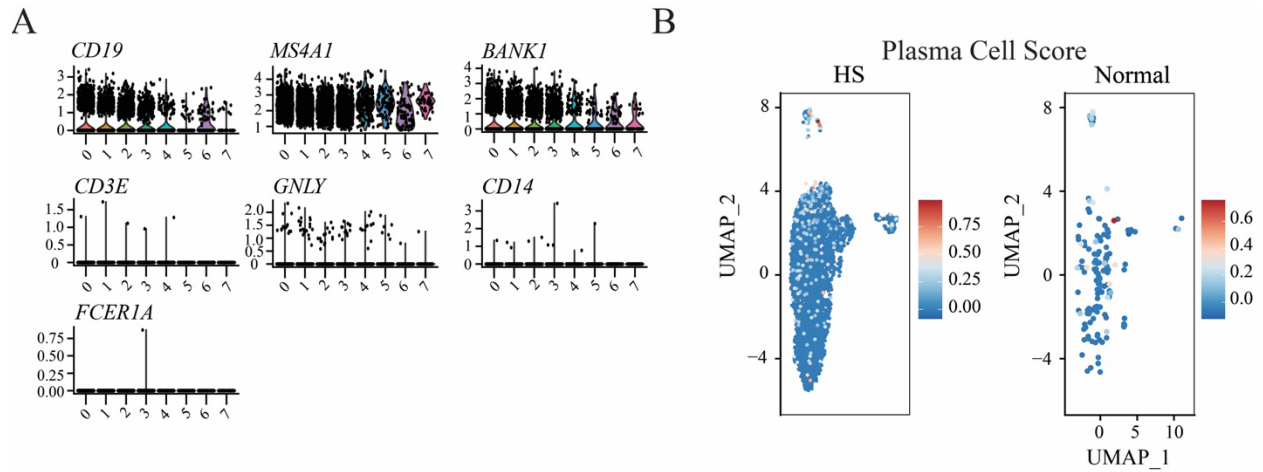

**Fig S2.** Single cell RNA sequencing analysis of B cells from skin. (A) Expression of lineage defining genes among *MS4A1* selected scRNA-seq cell clusters from HS lesions. (B) UMAP visualizations of plasma cell module score (*CD38*, *SDC1*, *TNFRSF17*, *MKI67*, *PRDM1*) intensity in HS lesional and normal skin B cells.

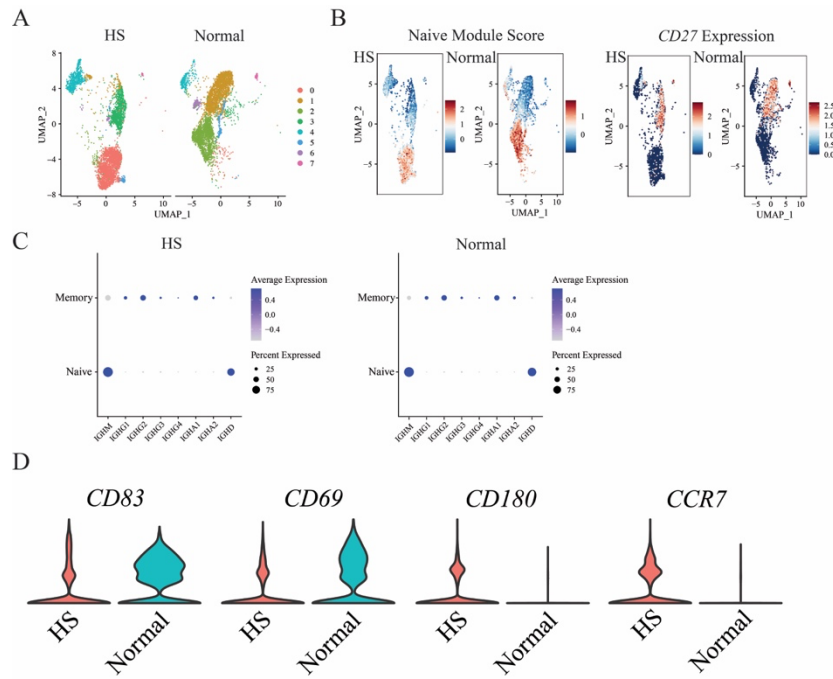

**Fig S3.** Comparative single cell RNA sequencing analysis of healthy and HS blood B cells. (A) UMAP projects of HS and Normal blood B cells. Data represents concatenation of samples from five HS patents and two normal donors. (B) UMAP projections depict naive-like module and *CD27* expression. (C) Mean expression of BCR isotype genes among naive and memory blood B cells from HS or healthy patients. (D) Expression of notable B cell functional genes on blood derived B cells.

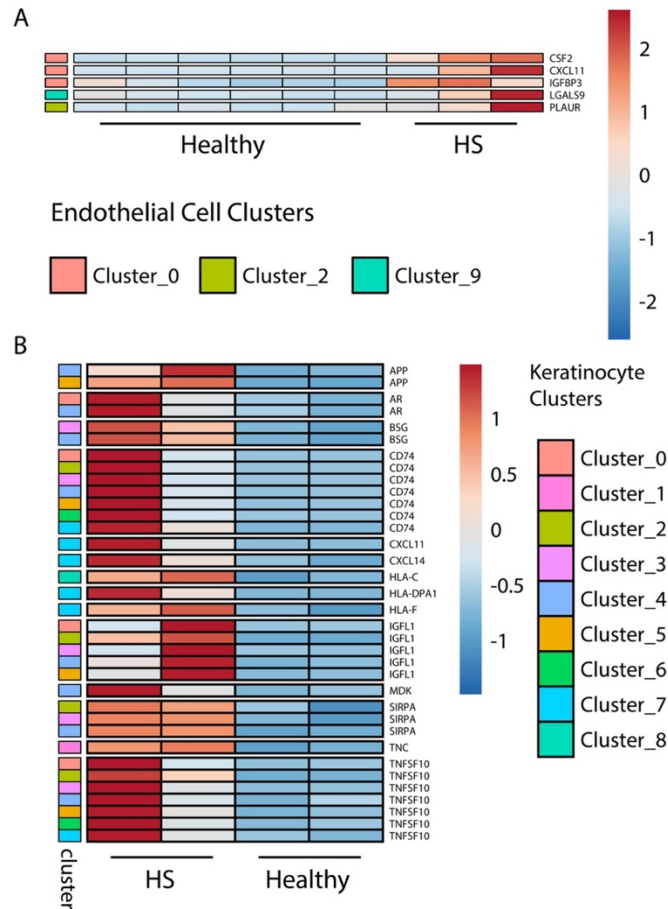

**Fig S4.** (A) Row-normalized heatmap depicting pseudo-bulk scRNASeq counts of significantly upregulated (adjusted  $p < 0.05$ ) genes in HS endothelial clusters versus healthy skin. (B) Row-normalized heatmap depicting pseudo-bulk scRNASeq counts of significantly upregulated (adjusted  $p < 0.05$ ) genes in HS keratinocyte clusters versus healthy skin.

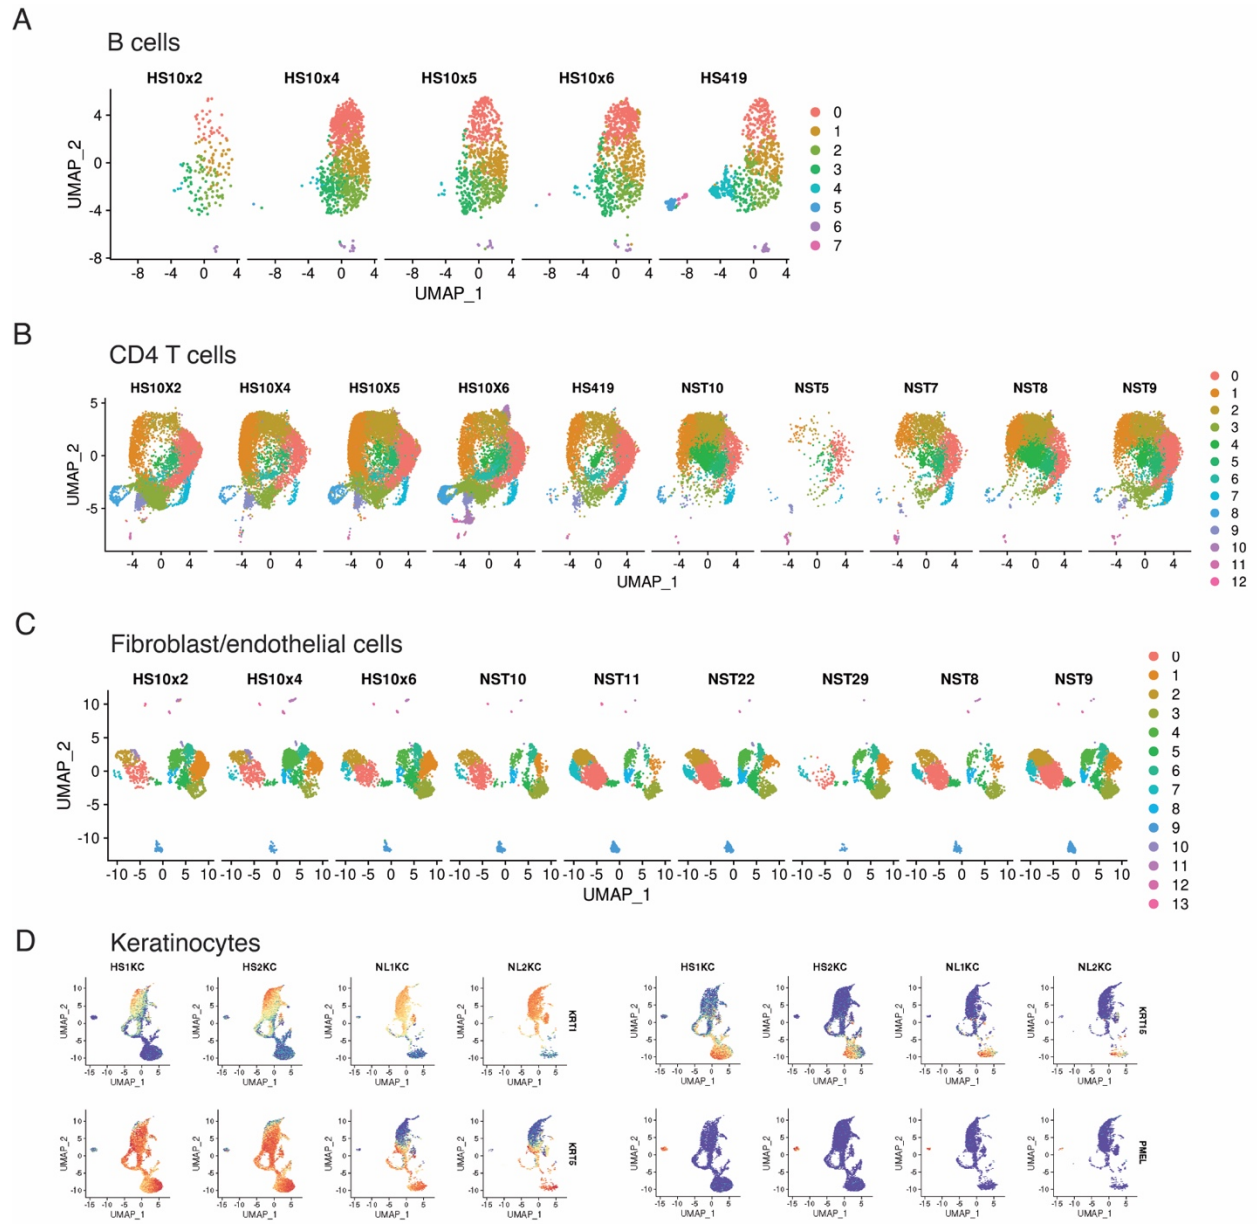

**Fig S5.** Patient specific UMAP projections. Each UMAP corresponds to an individual patient and is grouped by each cell type isolated: (A) B cells, (B) CD4<sup>+</sup> T cells, (C) Fibroblasts and endothelial cells, (D) Keratinocytes.

How the deposited data were processed for this re-analysis (not part of the article)

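Spatial transcriptomics was measured on 3 formalin-fixed, paraffin-embedded skin sections, 2 of HS lesions and 1 of healthy skin, with a probe assay that counts ligated probe pairs by UMI in each spot. The authors' files give, for each spot under tissue, whole UMI counts per gene made by spaceranger, with the spot's place on the array, and no normalization. The image scale factors were not used. Nothing was excluded from these counts.

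The sections differ in depth, with 27993794, 38808437 and 2803671 UMIs in HS1, HS2 and healthy skin. A count of 3 UMIs corresponds to a CPM of 0.107 in HS1, 0.0773 in HS2 and 1.07 in healthy skin. A fold against a gene with 0 UMIs was taken against 3 UMIs. Intervals are exact and cover counting error only. UMIs of ligated probe pairs are not counts of cells.

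Sections were normalized with SCTransform (sctransform 0.4.2) and clustered and scored in Seurat 5.3.0 under R 4.3.3, with the TLS, GC and class switch recombination (CSR) lists of Supplemental Table 3. The TLS region of each HS section is the largest group of touching spots with a TLS score at least 3 SD above the section mean. That score left out 12 TLS genes to be reported in the region. *CD79A*, *CD37*, *FDCSP*, *BLK*, *SPIB* and *CD52* stayed in it, so the way the region was found favours high values of these genes there. Genes left out of the score or outside the list are favoured too where they lie in the same spots as these. High ratios of B cell genes in the region are therefore not independent of how it was found. Joint clustering used reciprocal principal component anchors. The authors' methods name Harmony for integration and CellPhoneDB for interactions, neither of which was run. Levels of the partner genes stand in for the interactions.

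Sums, ratios and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and TMM library sizes with edgeR 4.0.16.

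The comparisons, the alternatives other than the leaving out of epidermal spots, and the rule for which genes to name were chosen before the data were examined. That rule takes every gene the paper names for its spatial data in the text or in Figures 3 and 5F, the 10 largest ratios inside to outside each TLS region among genes with at least 50 UMIs inside, and *MIR155HG*, *BATF*, *MYC*, *CCL22* and *MKI67*. Some of the genes and comparisons of the plan are not reported here. Of the genes to be reported, *CCL3* and *MIR155HG* are not in the probe set, and neither is *MYH11* of the smooth muscle list. Marker lists for plasma cells, B cells, T cells, myeloid cells, fibroblasts, endothelial cells, keratinocytes, adipocytes, smooth muscle and sweat glands served only to weigh explanations. Alternatives covered the minimum UMIs per spot, the total that counts are scaled by, the sections used, the thinning depth, the score limit, scoring and spots of the TLS region, and the integration, resolution and sharing limit of the joint clustering.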

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

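The tests of carry-over for *IGHA1* and of probe background for *TCL1A* and *CLU* were chosen only after the results were seen. The reading of the *TCL1A* and *CLU* ratios against depth was chosen then too. The sweat gland spots were at first to be those above a percentile of the sweat gland gene share, which took every spot, and the limit of at least 1 UMI was set after that was seen and before the ratio was computed.

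Healthy skin held *IGHA1*, which the paper reports only for HS tissue, at 154 UMIs, above the 3 that a count of 0 allows. They lay in 53 of 1815 spots, with 99 in the 5 highest spots and 54 in the highest spot alone. Carry-over of molecules from the HS libraries is argued against by the mix of heavy chains, since *IGHA1* made up 80.6% of *IGHA1* plus *IGHG1* UMIs in healthy skin (interval 74.3 to 86.0) against 11.4% in HS1 and 27.4% in HS2. Deeper spots are argued against as the whole cause, since the ratio is per UMI and the CPM of *IGHA1* in the 595 spots with a UMI of *SCGB2A2*, *DCD* or *PIP* or touching such a spot was 12.6 times that of the rest (interval 8.34 to 19.5). In the 131 spots with such a UMI alone it was 13.7 times that of the rest (interval 9.84 to 19.0), and those spots held 390 UMIs of the 3 genes. RNA in or beside sweat glands is therefore a candidate source, and *JCHAIN* (58 UMIs) and *IGKC* (248 UMIs) were counted in the same section. The intervals of both *IGHA1* ratios count each UMI as independent, so with 54 UMIs in 1 spot they are too narrow. Neither ratio was computed without that spot. Which cells carry the RNA was not tested, and a difference between people stays open, since 1 healthy section was measured.

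*TCL1A*, which the paper names only for its single-cell data, and *CLU*, which it does not name, were among the genes with the largest ratios in the TLS region of HS2. They were chosen after their values were seen, as genes outside the TLS list. *FDCSP*, with a ratio of 171, was set aside because it belongs to the list that finds the region. A gene outside the list is still favoured there where it lies in the same spots as the genes of the score.

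*TCL1A* stood 75.7 times as high in the TLS region of HS2 as outside (64 UMIs inside and 173 outside, interval 55.9 to 101). This ratio is per UMI, so depth alone does not raise it. It is the flagged value itself and no separate test of the deeper region spots. No value at equal depth inside and outside the region was computed for *TCL1A*. Probe background is argued against, since 10 genes of other organs had 0 UMIs inside and 18 outside. That allows a ratio of up to 46.6, below the lower bound for *TCL1A*. In HS1 no *TCL1A* UMI lay in the region, where a ratio of up to 15.3 is within the interval, so the pattern rests on HS2. No biological explanation was tested.

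*CLU* stood 38.7 times as high in the TLS region of HS2 as outside (809 UMIs inside, interval 35.9 to 41.8). In HS1 it stood 4.12 times as high (interval 3.57 to 4.72). These ratios are per UMI, so depth alone does not raise them. They are no separate test of deeper spots, and no value at equal depth was computed for *CLU*. The ratio that the 10 genes of other organs allow does not exclude probe background for *CLU*, whose lower bound lies under it. A second test, chosen after that was seen, argues against it, since the highest count of the 10 genes over all HS2 spots was 7. Over whole sections *CLU* was lower in HS2, at 131 CPM, than in healthy skin, at 429 CPM, and stood at 635 CPM in HS1. Over spots that are not epidermal, a choice made after the data were seen, its ratio to healthy skin was 0.854 in HS1 and 0.191 in HS2. No biological explanation was tested.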

How the results depend on the processing

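The restriction of the ratios to healthy skin to spots that are not epidermal was chosen after the data were seen. Over the 22 main results reported here and their 119 values under alternatives, 75 stayed within their spread (for counts of spots and clusters, within 1.5 times), 41 rose or fell beyond it and 3 changed direction. Over the 92 results for single genes named among many, with 435 values, 311 stayed within their spread, 100 rose or fell beyond it and 24 changed direction. Apart from the scalings, the cause of these changes was not tested.

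No paired analysis was possible because the healthy section is from a healthy control and the HS sections are from lesions of patients with HS. Each scaling adds 1 amount to the mean log2 ratio of all genes to healthy skin, 0.36 without immunoglobulin genes in the CPM total and 0.56 on TMM library sizes, so the changes of direction under them are this common shift and not a change of 1 gene against the others. The mean log2 ratio of *MS4A1* to healthy skin became 4.53 and 4.73. The same scalings turned the mean log2 ratio of *CXCL10* to 0.081 and 0.28, of *CCL21* to 0.28 and 0.48, of *TNFSF13B* to 0.23 and 0.43, and of *TNFSF13* to 0.11 and 0.31. Over spots that are not epidermal, which leaves out 57.9% of the UMIs of healthy skin, the mean log2 ratio to healthy skin was -0.068 for *PTPRC*, -0.35 for *CD4*, -0.51 for *CD68*, -0.19 for *CXCL9* and -0.075 for *CXCL12*, all of which changed direction. Set against a floor of 3 UMIs it was at least 7.98 for *MZB1*, 3.13 for *MS4A1* and 5.37 for *CXCL13*. With each HS section left out in turn, the log2 ratio ran from -0.024 to 0.72 for *CD4*, -0.33 to 0.34 for *CD68*, -2.30 to 1.73 for *CXCL10*, -0.51 to 0.33 for *CCL21*, -1.19 to 1.97 for *CXCL9*, -0.65 to 0.39 for *TNFSF13B* and -0.59 to 0.081 for *TNFSF13*. The mean log2 CPM of *IGHG1* was 15.48 and that of *IGHM* 8.50 without immunoglobulin genes in the total, and *IGHM* was 8.32 on TMM library sizes.

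The TLS region of HS1 held 52 spots at 2 SD, 3 at 4 SD, 28 with all spots past the limit, and 506 with the Louvain cluster of highest mean TLS score, which held 479 spots in HS2. The GC score in the TLS region of HS1 minus outside, in SD over spots, was 1.73 at 4 SD and 0.897 with mean log-normalized expression as the score. The GC score in the TLS region of HS2 minus outside, in SD over spots, was 3.20 at 4 SD. In HS1 the ratio of *HLA-DPB1* was 2.20 at 4 SD and 0.893 with the Louvain cluster, and that of *CCL19* 0.710 at 2 SD and 0.722 with the cluster. The ratio of *CXCL13* in HS1 was 8.94 at 2 SD, 15.8 at 4 SD, 9.60 with all spots past the limit and 9.48 with the cluster. In HS2 it was 13.9 at 2 SD and 20.3 at 4 SD. With the Louvain cluster in HS2 the ratios were 11.1 for *CXCL13*, 1.74 for *CD74*, 1.66 for *HLA-DPB1*, 12.5 for *CD22*, 8.28 for *CXCR5*, 19.2 for *CR2*, 0.640 for *BCL6*, 1.05 for *APP* and 0.417 for *CXCL14*, the last 3 on the other side of 1.

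In the joint clustering, the percent of HS1 spots in clusters shared with healthy skin was 1.59 without integration, 1.12 at a resolution of 1.2, 22.6 at a limit of 1% and 0.0266 at a limit of 10%. The percent of HS2 spots in clusters shared with healthy skin was 2.10, 0.518, 9.56 and 0.270 under the same settings. The percent shared in the upper minus the lower spots of HS1 was 1.52 without integration, 1.43 at a resolution of 1.2, 22.3 at 1% and -0.0544 at 10%, the last a change of direction. The percent shared in the upper minus the lower spots of HS2 was 0.494 at a resolution of 1.2, 18.3 at 1% and 0.540 at 10%.

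Depth limits what healthy skin can show, since the floor of 3 UMIs for a gene with 0 UMIs there is 1.07 CPM.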

Differences from the paper's values

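The leaving out of epidermal spots was chosen after the results were seen, and no other setting named here was.

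The paper states that *MZB1* and *MS4A1* are not detected in healthy skin. Healthy skin held 1 UMI of *MZB1* and 3 UMIs of *MS4A1*, within the range of the genes of other organs.

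The paper states that *CR2* is limited to the TLS cluster of HS2. Of 302 UMIs in HS2, 162 lay outside the TLS region, in 3.42% of those spots, at 4.19 CPM outside and 1.13 CPM in epidermal spots, and HS1 held 62. With the Louvain cluster as the region, 149 UMIs of HS2 lay outside it. Whether the RNA outside was made in those spots was not tested.

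The paper states that dermal and epidermal regions of HS clustered with healthy skin. At the limit of 5% of healthy spots, 0 of 302 epidermal spots of HS1 and 0 of 350 of HS2 lay in shared clusters. At a limit of 1%, 98.7% and 86.6% did.

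The paper names *CCL10* as enriched in lesional skin, and the genes of the files include no *CCL10*. For *CXCL10* the paper reports an increase in HS fibroblasts from single-cell data, which levels over whole sections do not test. *CXCL10* stood at a ratio to healthy skin of 3.32 in HS1 and 0.204 in HS2. Its mean log2 ratio was -0.28, 0.081 without immunoglobulin genes in the CPM total, 0.28 on TMM library sizes, 1.73 without HS2 and -1.39 over spots that are not epidermal.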

Other observations

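The tests of epidermal RNA for *BCL6* and of shared probes for *IGHG3* and *IGHG4* were chosen only after the results were seen.

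Background of the probe assay is a candidate source for the *MZB1* and *MS4A1* UMIs of healthy skin, since 1 of the 10 genes of other organs had at least as many UMIs as *MS4A1*. A low level of either RNA stays open.

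More T cell RNA in the TLS region of HS2 is argued against as the whole cause of its *CXCR5*, since *CD3D*, *CD3E*, *CD2*, *TRAC* and *IL7R* together were 5.61 times as high inside (interval 4.65 to 6.70) and *CXCR5* far more. Of the B cell genes that did not serve to find the region, the median ratio was 46.4, within the interval of *CXCR5*, so more B cell RNA may account for it. A T cell subset with more *CXCR5* stays open. The same T cell genes rose more than *BCL6*, so T cell RNA stays open for *BCL6*. Against spots outside the region that are not epidermal, *BCL6* was 4.33 times as high (interval 3.20 to 5.73), so epidermal *BCL6* outside may lower the ratio against all spots.

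The ratio of *IGHG4* to *IGHG3* UMIs was 0.408 in HS1 and 14.5 in HS2, 35.5 times as high in HS2. Probes that count both genes alike would give equal ratios, so they are argued against as the whole cause, and partial sharing stays open. A difference between people stays open and was not tested.

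In the TLS region of HS1 the 10 genes with the largest ratios were *CXCL13*, *LTB*, *CD37*, *COTL1*, *CLU*, *KRT16*, *IGHV5-10-1*, *S100A2*, *IGHM* and *IGHG3*, from 2.98 to 13.1. In HS2 they were *CR2*, *FDCSP*, *TCL1A*, *CD22*, *PAX5*, *MS4A1*, *CLU*, *BLK*, *SPIB* and *CD52*, from 17.2 to 177. *CD37* in HS1 and *FDCSP*, *BLK*, *SPIB* and *CD52* in HS2 are among the genes whose score finds the region. *MKI67* had a ratio of 6.57 (interval 3.36 to 11.6) in HS2, *BATF* 5.14 (interval 1.65 to 12.2) and *MYC* 0.537 (interval 0.332 to 0.821). *CCL22* rested on 1 UMI inside in HS2, with 1.68 (interval 0.0422 to 9.53). In HS1 the ratio of *MKI67* was 5.08 (5 UMIs inside, interval 1.64 to 12.0). That of *MYC* was 0.680 (interval 0.403 to 1.08), which did not differ from 1 beyond counting error. *BATF* and *CCL22* had 0 UMIs inside in HS1, where ratios of up to 4.46 and 5.88 are within the intervals. The score of the CSR list differed inside from outside by -0.0559 SD in HS1 and 0.886 SD in HS2.

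The pooled ratio of the B cell list inside to outside the region was 5.01 (interval 4.01 to 6.18) in HS1 and 7.87 (interval 7.21 to 8.57) in HS2, and 4 of its 6 genes are in the TLS list. For the plasma cell list it was 1.48 (interval 1.35 to 1.62) and 0.730 (interval 0.680 to 0.783), for the T cell list in HS1 4.60 (interval 3.56 to 5.86), and for the myeloid list 1.09 and 2.23. Fibroblast genes stood at 0.244 (interval 0.226 to 0.263) and 0.438 (interval 0.423 to 0.454), endothelial genes at 1.00 (interval 0.727 to 1.34) and 0.860 (interval 0.670 to 1.09), and keratinocyte genes at 0.259 (interval 0.236 to 0.285) and 0.143 (interval 0.133 to 0.154). Adipocyte genes had 0 and 2 UMIs inside, where ratios of up to 2.57 and 4.05 are within the intervals. Smooth muscle and sweat gland genes had 0 UMIs inside both regions, where ratios of up to 4.77 and 2.12 for smooth muscle and 15.5 and 104 for sweat glands are within the intervals.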
